# An RNA-Seq Strategy to Detect the Complete Coding and Non-Coding Transcriptome Including Full-Length Imprinted Macro ncRNAs

**DOI:** 10.1371/journal.pone.0027288

**Published:** 2011-11-10

**Authors:** Ru Huang, Markus Jaritz, Philipp Guenzl, Irena Vlatkovic, Andreas Sommer, Ido M. Tamir, Hendrik Marks, Thorsten Klampfl, Robert Kralovics, Hendrik G. Stunnenberg, Denise P. Barlow, Florian M. Pauler

## Abstract

Imprinted macro non-protein-coding (nc) RNAs are cis-repressor transcripts that silence multiple genes in at least three imprinted gene clusters in the mouse genome. Similar macro or long ncRNAs are abundant in the mammalian genome. Here we present the full coding and non-coding transcriptome of two mouse tissues: differentiated ES cells and fetal head using an optimized RNA-Seq strategy. The data produced is highly reproducible in different sequencing locations and is able to detect the full length of imprinted macro ncRNAs such as *Airn* and *Kcnq1ot1*, whose length ranges between 80–118 kb. Transcripts show a more uniform read coverage when RNA is fragmented with RNA hydrolysis compared with cDNA fragmentation by shearing. Irrespective of the fragmentation method, all coding and non-coding transcripts longer than 8 kb show a gradual loss of sequencing tags towards the 3′ end. Comparisons to published RNA-Seq datasets show that the strategy presented here is more efficient in detecting known functional imprinted macro ncRNAs and also indicate that standardization of RNA preparation protocols would increase the comparability of the transcriptome between different RNA-Seq datasets.

## Introduction

The study of whole transcriptomes, which detects all RNAs expressed in one cell population, provides insights into mechanisms regulating gene expression in development and disease. The first large-scale mammalian transcriptome studies based on genome tiling array hybridization or cDNA sequencing, unexpectedly revealed that most RNAs excluding structural tRNAs, rRNAs and spliceosome RNAs were non-protein-coding (nc) RNAs [1], [2], [3]. This ncRNA population, which is considered to play a pivotal role in regulating gene expression, is currently classified according to size [4]. Small ncRNAs include siRNAs, miRNAs and piRNAs that are less than 30 bp and are involved in transcriptional and post-transcriptional gene silencing, and also snoRNAs that are less than 200 bp and primarily guide rRNA chemical modifications. These small ncRNAs can be processed from mRNA introns or from independent long or macro precursor ncRNAs [5], [6], [7]. Macro ncRNAs that are currently defined as transcripts greater than 200 bp but can exceed 100 kb in length, function without being processed into small ncRNAs. Well-known examples of functional macro ncRNAs in mammals are imprinted macro ncRNAs of which *Airn*, *Kcnq1ot1* and *Nespas* have been shown to repress 1–10 genes *in cis* [8], [9], [10].

The development of Next Generation Sequencing applied to RNA (referred to as RNA-Seq) provides an accurate, unbiased and quantifiable transcriptome [11], [12]. Different technologies such as the Illumina/Solexa and ABI SOLiD platforms use cDNA fragment clusters to produce short sequencing tags without vector subcloning [13]. Transcriptome analysis by RNA-Seq is a multi-step protocol that can be divided in three main parts. The first part termed ‘template preparation’ includes the isolation of total RNA from cells or tissues and the preparation of fragmented cDNA. The second part usually referred to as ‘sample preparation’ includes all steps to produce a library from the fragmented cDNA that is used by the sequencing platform to generate millions of short sequence reads or tags. In the last part, bioinformatic procedures convert the sequence tags into an interpretable format by aligning them to a reference genome and quantifying expression levels of annotated genes [14].

The ease and cost effectiveness of RNA-Seq has led to a growing amount of publications that share their transcriptome studies with the scientific community [11], [15]. This raises important issues on the need to optimize RNA-Seq pipelines to ensure they represent the complete coding and non-coding transcriptome as well as to ensure reproducibility and comparability of transcriptomes generated at different sequencing locations. It is becoming clear now that differences in template preparation protocols create biases in the detection of gene expression and several bioinformatic applications have been developed to compensate for this bias [16], [17]. However compared to the rapid development of bioinformatic analysis tools, little progress has been made in standardizing template preparation protocols in a similar manner as proposed for microarray expression platforms [18]. Most current knowledge of the strengths and weaknesses of RNA-Seq is based on studies using polyA enriched RNA as a starting material [19], [20]. Currently very little information is available on the ability of RNA-Seq to detect the full ncRNA transcriptome, and information is particular lacking about the detection of imprinted macro ncRNAs.

The majority of cellular RNA is composed of ribosomal RNAs (rRNAs). As sequencing this part of the transcriptome is usually not the main research focus, the RNA sample is prepared either by selection of polyadenylated (polyA) RNAs or by selective removal of rRNAs (ribo-depletion). RNA-Seq using polyA selected RNA detects protein-coding mRNAs at a depth sufficient to determine tissue-specific gene expression differences and can also detect at least a subset of ncRNAs [19], [20]. However, it has also been shown that the template fragmentation step induces important differences in the gene coverage by sequence tags and that the 3′UTRs are under-represented in polyA RNA-Seq [12], [20], [21]. The effect of ribosomal RNA depletion on RNA-Seq (ribo-depleted RNA-Seq) and the resulting transcriptome has been less studied. It is generally assumed that ribo-depleted RNA-Seq may perform better than polyA RNA-Seq, as it will detect ncRNAs lacking a polyA tail and those that are very long and likely to be broken into fragments lacking a polyA tail. A recent study investigated the use of ribo-depleted RNA-Seq for detecting the protein-coding and non-coding transcriptome [22], but several important issues have not yet been addressed. These include: (i) the influence of template fragmentation on gene expression and gene coverage, (ii) the reliability of expression levels determined by ribo-depleted RNA-Seq, (iii) the reproducibility of ribo-depleted RNA-Seq when using different sequencing machines and ribosomal RNA depletion methods, and (iv) the advantages of ribo-depleted RNA-Seq over polyA enriched RNA-Seq in the detection of macro ncRNAs.

In order to address these issues we modified an established protocol for RNA-Seq using the Illumina/Solexa platform [20] and used it to analyse the non-ribosomal transcriptome of two distinct mouse tissues by RNA-Seq. In brief this protocol includes column-free RNA preparation, ribosomal RNA depletion, RNA-hydrolysis and ds-cDNA synthesis. The resulting ds-cDNA is compatible with the needs of the major NGS platforms used to date [13]. We first show that ribo-depleted RNA-Seq is highly reproducible between different sequencing locations, even when using two different ribosomal RNA depletion strategies. Secondly, we show that template fragmentation by RNA-hydrolysis produces more homogenous gene coverage than cDNA shearing, and that both fragmentation methods lead to under-representation of 5′ and 3′ UTRs. Notably, by comparing the protein-coding transcriptomes obtained here to published RNA-Seq datasets from similar tissues, we show that the use of similar template preparation protocols is critical for obtaining a comparable transcriptome. Lastly, we show that RNA populations prepared by ribo-depletion allow RNA-Seq to reliably detect both the non-coding and protein-coding transcriptome, and also to identify biologically relevant gene expression differences in both these RNA types between the two analysed mouse tissues. Importantly our template preparation protocol allowed the detection of well-studied imprinted macro ncRNAs that failed to be identified in comparable polyA and ribo-depleted RNA-Seq datasets that used different template preparation protocols.

## Results and Discussion

RNA for sequencing was obtained from retinoic acid differentiated mouse CCE embryonic stem cells and 14.5 dpc mouse fetal head (FH) and subject to ribosomal RNA depletion using either the RiboMinus Kit (Invitrogen) or the Ribo-Zero Kit (Epicentre, see Materials and Methods). 

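The CCE RiboMinus preparations are technical replicates, the FH preparations went through 1 or 2 rounds of depletion, and the Ribo-Zero libraries came from other RNA, a biological replicate. CCE cells had been differentiated with 0.266 uM retinoic acid for 5 days. The processed files of 14 RiboMinus libraries and 2 Ribo-Zero libraries were used, each listing 1 uniquely aligned tag per line on mm9. The RiboMinus libraries come from 7 cDNA preparations, 4 of CCE and 3 of FH, each sequenced at both locations. Between 920424 and 2473448 unique tags were listed per RiboMinus library, with a median of 1485718 in CCE and 1856867.5 in FH. The pooled RiboMinus libraries held 13049762 tags in CCE and 9924914 in FH, and the Ribo-Zero libraries 28708715 and 48426051. Tags were assigned to GENCODE M1 genes by their midpoint, and RPKM values were calculated over merged exons and all unique tags of a library. Groups with fewer than 10 libraries were compared with exact two-sided permutation tests. Of the RiboMinus tags, between 44.4% and 72.4% per library lay in exons of protein-coding genes.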

FH is a complex combination of multiple tissues but primarily contains fetal brain whereas differentiated CCE cells resemble an extra-embryonic epithelial cell type called primitive endoderm [23]. The number of tags and the GEO accession number for each sequenced lane are shown in Table S1.

### RNA-Seq at different locations produces highly similar results

For CCE cells, we prepared two technical replicates of one-round RiboMinus and for FH we prepared one or two rounds of RiboMinus (Table S1). To directly compare two fragmentation methods RNA-hydrolysis and cDNA-shearing, we applied both methods to the same RiboMinus samples. The same cDNAs were sequenced in two locations: Vienna-IMP (Research Institute of Molecular Pathology) and Nijmegen NCMLS (Nijmegen Centre for Molecular Life Sciences). We found that 46–73% (RiboMinus) of tags mapped to ribosomal / mitochondrial sequences (blue boxes in Figure 1A and Figure S1A). We then mapped the remaining sequence tags to the mouse genome (mm9). Overall we found 9–24% (RiboMinus) of tags mapped once in the genome (green boxes), 4–9% (RiboMinus) multiple times (red boxes) and 9–21% (RiboMinus) of tags did not match any dataset (purple boxes in Figure 1A and Figure S1A). As multiple RiboMinus datasets were available we analysed these in more detail. There was no significant difference detectable in any tag group between the two tissues, CCE and FH, when the sequencing was performed at the same location (Vienna-IMP or Nijmegen) using RNA-hydrolysis and at least two replicates per tissue (t-test, p>0.05). 

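The share of unique tags of hydrolysed libraries differed between CCE and FH by -3.72 percentage points at Vienna-IMP and by -1.84 at Nijmegen. Both differences had p = 0.667 in an exact permutation test of 2 libraries against 2, where the smallest possible p is 0.333. With 2 libraries per tissue this exact test cannot pass 0.05, not even for the nomatch tags at Nijmegen, which differed by -1.50 percentage points with SDs of 0.245 in CCE and 0.207 in FH (exact p = 0.333). At Vienna-IMP the hydrolysed FH1 library had 24.1% unique tags and the FH2 library 16.0%.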

A similar comparison was not possible for cDNA-shearing as we only sequenced one FH sample at the two locations (Table S1). Importantly we found no significant differences in any tag group when comparing the data prepared in two different locations (Vienna-IMP and Nijmegen) from RNA-hydrolysis or cDNA-shearing irrespective of the tissue with at least three replicates per location (t-test, p>0.05), indicating high reproducibility of the technique. 

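Over 7 libraries per location, the share of unique tags was 0.192 percentage points higher at Vienna-IMP than at Nijmegen (exact permutation test, p = 0.934). With libraries of the same cDNA paired, the exact sign-flip test gave p = 0.906. This small difference changed sign when shares were taken over tags that were not ribosomal or mitochondrial, where it was -0.742 percentage points. For repeat tags the difference between the locations was 1.47 percentage points (exact permutation test, p = 0.0321, adjusted p = 0.128 over the 4 tag groups). With libraries of the same cDNA paired, the exact sign-flip test gave p = 0.0469 for repeat tags (adjusted p = 0.188). This pairing rests on replicate numbers that may be crossed at one location. With crossed numbers, a pairing chosen after the data were seen, the unadjusted p for repeat tags was 0.0156 (exact sign-flip test). Within hydrolysed libraries the difference was 1.14 (exact p = 0.229) and within sheared libraries 1.90 (exact p = 0.2). The nomatch tags differed by -0.379 percentage points (exact p = 0.825) and the ribosomal and mitochondrial tags by -1.28 (exact p = 0.758).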

We did note a higher variability in the results for FH, however there was no trend for less ribosomal tags between one or two rounds of RiboMinus ribosomal RNA depletion (compare FH1 and FH2 Figure S1A). This finding confirms earlier reports that different locations produce similar proportions of sequence tags [24].

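The shares of ribosomal and mitochondrial tags in hydrolysed FH libraries were, at Vienna-IMP, 46.3% for FH1 after 1 round and 62.6% for FH2 after 2 rounds of depletion, and at Nijmegen 62.8% and 55.2%. Across genes, the log2 ratios of FH1 to FH2 correlated with r = -0.498 between these locations. The numbers may thus be crossed at one location, which leaves the rounds of these libraries uncertain.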

**Figure 1:**
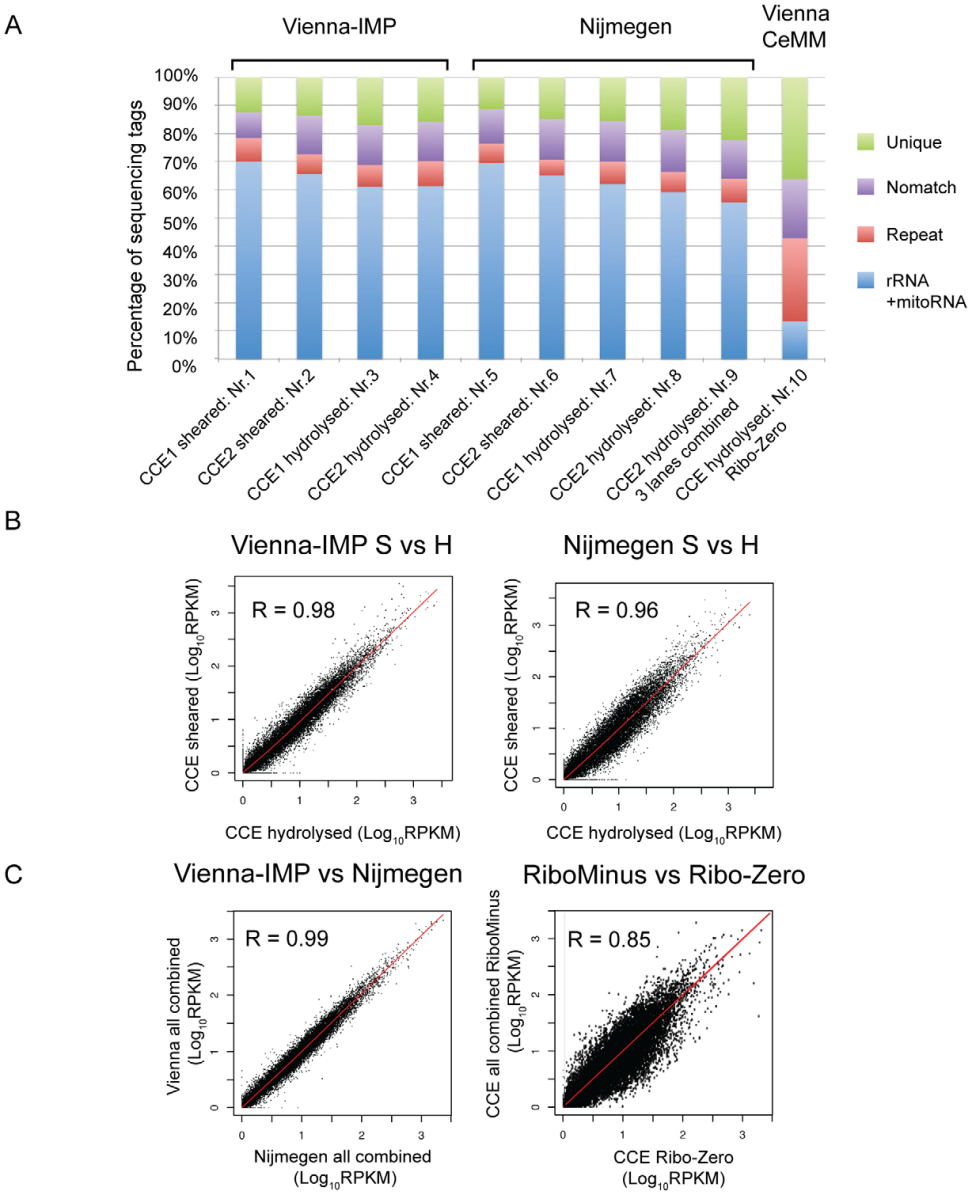
Optimisation and reproducibility of ribo-depleted RNA-Seq. (**A**) Distribution of different sequence tag types from RNA prepared from CCE differentiated ES cells subject to ribosomal RNA depletion using either the RiboMinus or the Ribo-Zero Kit and fragmented either by RNA-hydrolysis or by cDNA-shearing. Sequencing was performed in two different sequencing locations (Vienna-IMP, Nijmegen, RiboMinus) or in one sequencing location (Vienna-CeMM, Ribo-Zero). The percentage of tags in each category is shown for two technical sequencing replicates (CCE1, CCE2) of material prepared by RiboMinus and cDNA-shearing (sheared, lanes nr. 1,2,5,6) or RiboMinus and RNA-hydrolysis (hydrolysed, lanes nr. 3,4,7,8), for the combination of three technical sequencing replicates of RiboMinus and RNA-hydrolysis (lane nr. 9) and for one sequencing of Ribo-Zero and RNA-hydrolysis (lane nr. 10). green: unique tags matching only once in the genome; blue: rRNA+mitoRNA tags matching to ribosomal (RiboMinus and Ribo-Zero) or mitochondrial (RiboMinus) RNAs; red: repeat tags matching more than once in the genome; purple: nomatch tags do not match to the genome. (**B**) Scatter plots comparing the RPKM (Reads Per Kilobase of exon model per Million of reads) transcription levels of RefSeq protein-coding genes between combined tags from RiboMinus and RNA-hydrolysis (H) and RiboMinus and cDNA-shearing (S) from CCE within the same location: Vienna-IMP (left) and Nijmegen (right). (**C**) Scatter plots as in B comparing RPKM transcript levels of all combined tags from the two sequencing locations (Vienna-IMP and Nijmegen, left) or between the combined RiboMinus data and the Ribo-Zero data (right). R: Pearson's correlation, note that a perfect correlation is R = 1.

### RNA-hydrolysis and Ribo-Zero minimise ribosomal sequencing tags

We decided to expand this analysis to test if any significant difference was detectable between the different fragmentation methods. Therefore we compared all data from RNA-hydrolysis to all data from cDNA-shearing, irrespective of the tissue or location (Vienna-IMP and Nijmegen). This comparison shows more unique and nomatch as well as less ribosomal/mitochondrial tags were obtained from RNA-hydrolysis compared to cDNA-shearing (t-test, p<0.05). 

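Unique tags made up 18.1 ± 3.25% (SD, n = 8) of all tags in hydrolysed and 12.0 ± 1.97% (SD, n = 6) in sheared libraries, a difference of 6.06 percentage points (exact permutation test, p = 0.000666, the smallest that 8 libraries against 6 allow). The nomatch tags differed by 3.55 percentage points (exact permutation test, p = 0.002) and the ribosomal and mitochondrial tags by -10.3 (exact permutation test, p = 0.000666). With libraries of the same RNA and location paired, the difference in unique tags was 5.78 percentage points over 6 pairs (exact sign-flip test, p = 0.0313, the smallest possible). Within each location it was 6.04 at Vienna-IMP and 6.08 at Nijmegen, each with an exact p of 0.0571, the smallest that 4 libraries against 3 allow. Over 4 CCE pairs it was 3.68 (1.98 to 4.63) and over 2 FH pairs 10.0 (6.28 to 13.7). Ribosomal and mitochondrial tags differed by -6.64 in the CCE and by -17.7 in the FH pairs. One FH pair includes the FH1 lane of Vienna-IMP, which the paper calls most likely a technical outlier. The pairs rest on replicate numbers that may be crossed at one location. With FH numbers crossed at Vienna-IMP, the FH1 pair there would use 16.0% unique tags after hydrolysis in place of 24.1%. Crossed at Nijmegen, the FH1 pair there would use 21.9% in place of 16.0%. Libraries of one RNA are not independent samples of a tissue. Fragmentation was taken from Table S1 and the matching sample field, while the protocol text given with the sheared samples describes hydrolysis.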

The number of repeat tags did not change significantly between the two fragmentation methods (t-test, p>0.1). This indicates that RNA-hydrolysis performs better than cDNA-shearing in producing more unique and less ribosomal RNA tags and is therefore the favourable template fragmentation method.

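The share of repeat tags was 0.709 percentage points higher after hydrolysis (exact permutation test, p = 0.337) and 0.881 higher in pairs of the same RNA and location (exact sign-flip test, p = 0.0938).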

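From the higher share of unique and the lower share of ribosomal tags the paper concludes that hydrolysis is the favourable way to fragment the template.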

To optimise ribosomal RNA depletion we used an improved depletion method, Ribo-Zero, in combination with RNA-hydrolysis. For the RNA from both FH and CCE tissues, one Ribo-Zero treatment was performed, the RNA was hydrolysed and sequenced in Vienna-CeMM (Research Center for Molecular Medicine). This resulted in a more efficient removal of ribosomal RNAs as only 4–14% of all tags were of ribosomal origin. We also observed an increase in uniquely matching (36–54%) and multiple matching tags (28–30%) (blue, green, red boxes Figure 1A lane Nr.10 and Figure S1A lane Nr.8). 

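In the Ribo-Zero libraries 36.0% of the tags of CCE and 53.9% of those of FH were unique, and 29.6% and 27.6% were repeat tags. Each tissue has 1 Ribo-Zero library, so that no spread between replicates can be given. The unique tags of these libraries include tags on the mitochondrial chromosome, 8.23% of them in CCE and 4.54% in FH, while the RiboMinus files hold none. Without them the unique share was 33.0% in CCE and 51.4% in FH.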

Interestingly tags with nomatch in the genome did not change (14–21%, purple boxes Figure 1A Nr.10 and Figure S1A lane Nr.8). This analysis is, to our knowledge, the first one to use the combination of Ribo-Zero and RNA-hydrolysis on mouse tissues and we show this approach efficiently removes ribosomal RNAs and generates a high number of uniquely matching sequencing tags.

### Gene expression is reproducible between RNA depletion methods and sequencing locations

In the next step we analysed if the gene expression levels of protein-coding genes were comparable between the different fragmentation methods and locations. To obtain a comparable measure of gene expression we used RPKM (Reads Per Kilobase of exon model per Million mapped reads) values that are corrected for gene length and the total number of sequence tags. Although FPKM (Fragments Per Kilobase of exon model per Million mapped reads) values are starting to replace RPKM, the latter are widely used to estimate expression levels of protein-coding genes as well as ncRNAs [20], [21], [25], [26] and are useful to unravel technical bias in RNA-Seq protocols [15]. First we focused on RefSeq protein-coding genes in the RiboMinus datasets. A comparison of RNA-hydrolysis and cDNA-shearing showed that the RPKM values correlate well within the same tissue, sequenced in two different locations (Vienna-IMP and Nijmegen, Pearson correlation: R>0.9, Figure 1B and Figure S1B). 

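Over the 22380 protein-coding genes, log-scaled RPKM values of pooled sheared and hydrolysed libraries correlated with a Pearson r of 0.977 for CCE at Vienna-IMP and 0.965 at Nijmegen, and 0.958 and 0.920 for FH. These are correlations across genes, which are not independent replicates. With only genes over an RPKM of 3 in at least 1 dataset, which moved the values most, r was 0.924 and 0.882 in CCE and 0.871 and 0.751 in FH.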

Due to this high correlation, we pooled all tags from RNA-hydrolysis and cDNA-shearing for the two sequencing locations (Vienna-IMP and Nijmegen), recalculated the RPKM values and compared them to each other (Figure 1C left and Figure S1C left). 

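For all RiboMinus libraries of one location against those of the other, r across genes was 0.993 in CCE and 0.988 in FH.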

Again we found a very good correlation for both CCE and FH (R>0.98). 

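The pooled RiboMinus and the Ribo-Zero values gave r across genes of 0.916 in CCE and 0.901 in FH. Among genes over an RPKM of 3 in at least 1 dataset these were 0.681 and 0.627. A random draw of Ribo-Zero tags as large as the RiboMinus pool correlated with the rest of the Ribo-Zero tags with r = 0.998 in CCE and 0.997 in FH.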

Finally we compared the RPKM values from the combined RiboMinus (Vienna-IMP and Nijmegen) to the Ribo-Zero datasets and found a high correlation for both tissues (R>0.8, Figure 1C right, Figure S1C right). This analysis shows that different ribosomal RNA depletion strategies and the sequencing at different locations produce comparable protein-coding gene expression levels.

### RNA-hydrolysis produces homogenous coverage of coding exons

A recent review reported that chemical breakdown of RNA (RNA-hydrolysis) followed by cDNA synthesis produced a more equal representation of genes with sequencing tags than physically breaking up the cDNA (cDNA-shearing). In particular, this review noted an extreme 3′ positive bias for protein-coding genes from cDNA sheared templates in polyA RNA-Seq [12]. As this review analysed RNA-hydrolysis data from mouse [20] and cDNA-shearing data from yeast [27] we decided to directly compare for the first time both fragmentation methods, using the same RNA, for differences in gene coverage. We combined the RiboMinus datasets from both CCE and FH as we found that gene coverage was similar between these tissues (data not shown, also demonstrated by [21]), and compared RNA-hydrolysis and cDNA-shearing. We analysed coding regions and untranslated regions (UTRs) of protein-coding mRNAs separately. Note that UTRs are found at both the 3′ and the 5′ end of protein-coding mRNAs and can contain introns [28]. We then separately plotted the relative tag coverage of genes that are reliably expressed in CCE and FH (RPKM>3, see below) for three cDNA size groups: small (<1 kb), medium (1–8 kb) and large (>8 kb) (Figure 2A top, middle, bottom). We compared RNA-hydrolysis (black line) and cDNA shearing (grey line) for all gene size classes (Figure 2A). In all cases both the 5′ and 3′ UTRs (black boxes Figure 2) showed a large loss of tag coverage compared to coding exons. 

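Tags per base were compared over 6942 genes with an RPKM over 3 in both tissues, 504 with a cDNA under 1 kb, 6209 of 1 to 8 kb and 229 over 8 kb. Averaged over the 14 RiboMinus libraries, the density in 5′ UTRs relative to coding exons was 0.591, 0.717 and 0.988 in the 3 classes in that order, and the density in 3′ UTRs 0.598, 0.462 and 0.366. The unit moved the 5′ values most. Counted as tags per bin with 100 bins in each UTR and in the coding exons, they were 0.153, 0.101 and 0.0547. The paper also counts tags in 100 bins and averages those of the UTRs for display. With genes over an RPKM of 10 the 5′ ratio of the largest genes was 1.08.

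**Figure D1:**
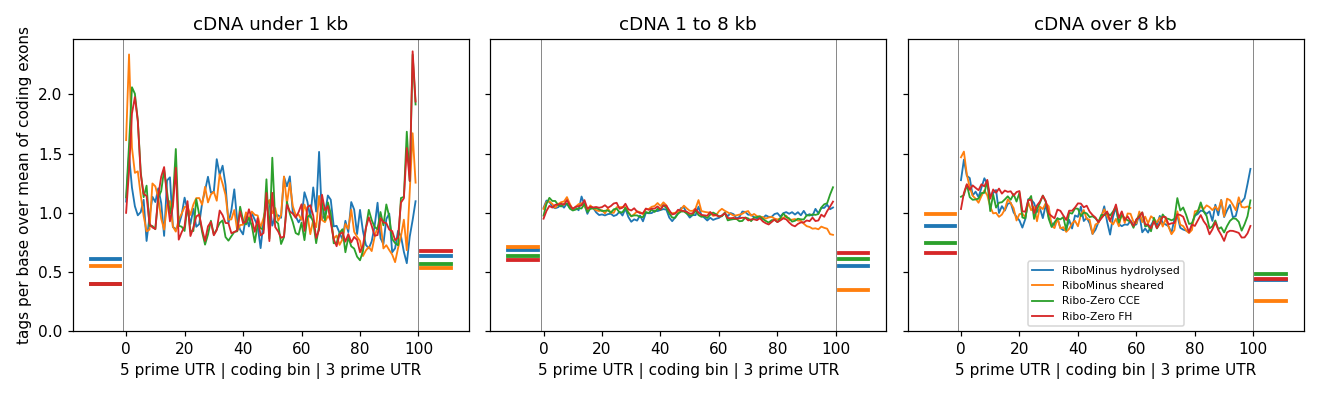
Tags per base relative to the mean over coding exons in 100 bins of the coding exons and in each UTR (thick segments, 1 bin each), for genes with a cDNA under 1 kb, of 1 to 8 kb and over 8 kb. Lines are the pooled hydrolysed and sheared RiboMinus libraries and the Ribo-Zero library of each tissue.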

The coverage of the coding exons differed amongst different size classes. 

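In genes with a cDNA under 1 kb, the first 20% of the coding exons had 1.02 times the density of the middle in hydrolysed and 1.24 times in sheared libraries (exact permutation test, p = 0.0226, adjusted p = 0.0582 over 18 tests). With libraries of the same RNA and location paired, this difference was -0.216 (exact sign-flip test, p = 0.0938). The last 20% had 0.800 and 0.840 times the density of the middle (exact permutation test, p = 0.276). The density of the last 20% relative to the first was 0.780 after hydrolysis and 0.694 after shearing (exact permutation test, p = 0.0659). Over the same pairs this ratio differed by 0.0894 (exact sign-flip test, p = 0.0313, the smallest possible). The difference was 0.0317 over the 4 CCE pairs (0.0184 to 0.0425) and 0.205 over the 2 FH pairs (0.192 to 0.217). These pairs rest on replicate numbers that may be crossed at one location.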

Small genes showed an increased coverage of their 5′ and 3′ ends for cDNA-shearing that was less pronounced when using RNA-hydrolysis (Figure 2A top). 

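In genes with a cDNA of 1 to 8 kb, the last 20% of the coding exons had 0.955 times the density of the first 20% in hydrolysed libraries (n = 8) and 0.836 times in sheared libraries (n = 6; exact permutation test, p = 0.00266, adjusted p = 0.012). The 5′ UTR densities relative to coding exons, 0.695 and 0.747, differed by less than the spread between libraries (exact permutation test, p = 0.394). The 3′ UTR densities were 0.552 and 0.342 (exact permutation test, p = 0.000666).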

For medium-sized genes both fragmentation methods produced similar coverage at the 5′ end, but cDNA shearing showed a loss of coverage towards the 3′ end whereas RNA-hydrolysis produced a homogenous coverage throughout coding exons (Figure 2A middle). 

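In genes with a cDNA over 8 kb, the first 20% of the coding exons had 1.27 times the density of the middle after hydrolysis and 1.24 times after shearing. The last 20% relative to the first was 0.892 and 0.917 (exact permutation test, p = 0.540), and relative to the middle 1.12 and 1.13.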

Large genes showed a similar picture for both fragmentation methods with increased tag coverage at the 5′ end of coding exons (Figure 2A bottom). This analysis indicates that in RiboMinus RNA-Seq coding exons are more homogenously covered than UTRs and that RNA-hydrolysis produces a more homogenous tag distribution over coding exons than cDNA-shearing. The data also shows no extreme 3′ positive bias for cDNA-shearing compared to RNA-hydrolysis. It is possible that the published extreme 3′ positive bias found for cDNA-shearing was at least in part produced by the use of oligo-dT primers rather than by the fragmentation method itself, however, this point was not directly investigated in this study [12].

**Figure 2:**
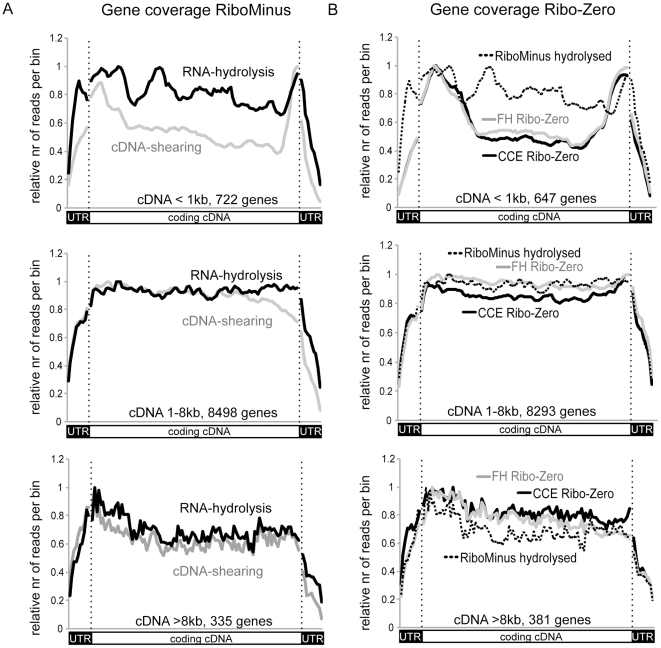
Tag coverage of genes differs between fragmentation methods and ribosomal RNA depletion methods. The coverage of genes with sequence tags is shown as the normalized number of tags at relative positions throughout the gene length. UTRs and coding exons were analysed separately and are plotted as 10 bins for 5′UTRs and 3′UTRs and 100bins for the coding exons (separated by vertical dotted line). (**A**) Comparison of the coverage in the RiboMinus dataset for the combined tags of CCE and FH from RNA-hydrolysis (black) and cDNA-shearing (grey). (**B**) Comparison of the coverage in the RNA-hydrolysis RiboMinus dataset (dotted line, same as in A) and in Ribo-Zero dataset plotted separately for CCE (black) and FH (grey). For all analyses the genes were separated into three groups according to their cDNA length (coding exons and 5′ and 3′ UTRs) as indicated.

We next compared the gene coverage in the Ribo-Zero dataset to the RNA-hydrolysis RiboMinus dataset. We again observed a loss of sequence tags in both the 5′ and the 3′ UTRs. In comparison to the RiboMinus preparation, Ribo-Zero produces more tags in the 5′ and 3′ ends of small genes compared to the body of the genes (Figure 2B top), whereas the coverage of the other gene sizes was largely unchanged between the two ribosomal RNA depletion methods (Figure 2B middle and bottom). This indicates that with the exception of small genes both ribosomal RNA depletion methods produce similar gene coverage patterns. 

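In the Ribo-Zero libraries the 5′ UTR density relative to coding exons was, from the smallest to the largest class of genes, 0.398, 0.640 and 0.743 in CCE and 0.401, 0.601 and 0.658 in FH. For 3′ UTRs it was 0.566, 0.613 and 0.481 in CCE and 0.678, 0.663 and 0.442 in FH.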

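For genes with a cDNA under 1 kb the first 20% of the coding exons had 1.42 times the density of the middle in the CCE and 1.33 times in the FH Ribo-Zero library. The last 20% had 1.22 and 1.17 times, which was above the range of the hydrolysed RiboMinus libraries.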

While it is not clear what causes the difference in coverage of small genes, this data clearly shows the influence of the template preparation protocol on the coverage of genes by sequence tags. It is therefore possible that the choice of the template preparation method helps to improve coverage biases that originate from sequence specific features that influence the alignment of sequence tags [29].

We observed an under-representation of both 5′ and 3′ ends of genes of three size classes in sequencing tags from both RNA-hydrolysis and cDNA-shearing templates and for both ribosomal RNA depletion methods. We could directly link this phenomenon to 5′ and 3′ UTRs by analysing them separately from the coding regions. A similar drop of tag coverage at gene ends compared to gene bodies was previously reported, but was not connected to UTRs [12], [22]. Interestingly a large scale study of different polyA RNA-Seq datasets found discordance between expression values calculated with and without 3′ UTRs, indicating a lower coverage specific to 3′ UTRs as we show here [21]. However an equally poor coverage of 5′UTRs has not been previously reported. Our findings are important for future analyses as they indicate that factors independent of the polyA enrichment or the ribosomal RNA depletion cause this loss in tag coverage. Independent of the cause, this finding has important implications for quantifying gene expression from RNA-Seq datasets. We show that the proposal to use 3′ ends to quantify gene expression [27], might lead to inaccurate results due to the low tag coverage of UTRs in mammals. We support the suggestion that the exclusion of 3′ UTRs would more accurately quantify expression [21] and expand this suggestion to the additional removal of 5′ UTRs.

### Gene expression by ribo-depleted RNA-Seq reliably detects protein-coding and non-coding RNAs

Based on the good correlation of all sequencing data (Figure 1B, C and Figure S1B, C) we pooled all RiboMinus tags obtained from each tissue and used this combined data for further analyses. To investigate if the ribo-depleted template preparation method used here was comparable with published polyA RNA-Seq methods, we used RPKM saturation curves [20] to analyse if our sequencing depth of 21 million unique tags (CCE, RiboMinus) and 48 million unique tags (FH, Ribo-Zero) allowed a reliable calculation of gene expression levels for the protein-coding and non-coding part of the RefSeq gene database. Figure 3A shows that with increasing tag number more and more protein-coding genes (left) reach a RPKM value that does not change with further increasing tag number. Importantly, at the final number of obtained tags all genes with an RPKM greater than 3 reached saturation. This indicates that despite the relatively poor ribosomal depletion obtained using the RiboMinus Kit (Figure 1A), we have exhaustively sequenced the protein-coding transcriptome. 

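Of the 8783 protein-coding genes with an RPKM over 3 in the pooled CCE RiboMinus libraries, 73.1% were within 5% of their final RPKM at 50% of the tags and 97.8% at 90% of the tags, as means of 10 random draws. With a tolerance of 10%, the first share was 92.8%. These draws are part of the total they are compared with. Between 2 separate random sets of 50% of the tags each, 46.3% of these genes were within 5%, and between the tags of Vienna-IMP and those of Nijmegen 27.1%.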

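Of the 406 non-coding genes with an RPKM over 3 in the pooled CCE RiboMinus libraries, 47.9% were within 5% of the final RPKM at 50% of the tags and 85.6% at 90%. Between separate random sets of 50% each the share was 26.7%.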

The picture is similar but delayed for RefSeq ncRNAs as 90% of transcripts with an RPKM greater than 3 have reached saturation at the final number of tags (Figure 3A right). 

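In the FH Ribo-Zero library 88.8% of 8310 protein-coding genes and 66.3% of 355 non-coding genes with an RPKM over 3 were within 5% of the final RPKM at 50% of the tags. At 90% of the tags these shares were 99.7% and 96.5%.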

The Ribo-Zero dataset shows a similar picture for protein-coding genes (Figure 3B left) but in this case lowly expressed RefSeq ncRNAs also reach the saturation point (Figure 3B right). This data shows that two different ribosomal RNA depletion approaches produce reliable gene expression data in a similar manner as shown for polyA enriched RNA-Seq [20].

**Figure 3:**
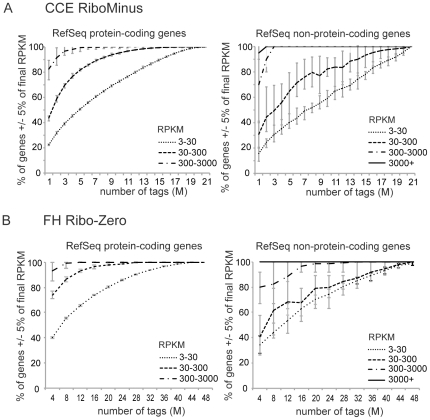
Ribo-depleted RNA-Seq reliably detects expression of known protein-coding and non-coding genes. (**A**) Saturation curves showing the percentage of RefSeq protein-coding genes (left) or RefSeq ncRNAs (right) with an RPKM+/−5% of the final RPKM for the combined CCE RiboMinus dataset (calculated at the maximum tag number) at different sequencing depths crated by randomly picking the indicated number of tags (M: million). The lines show three groups of genes with similar RPKM expression levels. Error bars indicate the minimum and maximum of ten random tag sets. If the curves reach a plateau before the final number of tags, this indicates that this gene group was sequenced exhaustively, as obtaining more tags does not change their RPKM. The large error bars originate from small gene numbers in the categories, where a small number of changed genes results in a large relative change. (**B**) As in A for the FH Ribo-Zero dataset.

### Ribo-depleted RNA-Seq detects biologically relevant expression differences in protein coding and non-coding RNAs

In the next step we investigated if our ribo-depleted RNA-Seq protocol was useful to detect well-known biological differences in CCE and FH at the level of single genes. For this analysis we first investigated known marker genes for each tissue type in both the RiboMinus and the Ribo-Zero datasets. We found expression of the *alpha-crystallin A chain* gene only in FH, which is specific for the developing eye and therefore absent from CCE cells (Figure 4A left panel). 

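Cryaa lies on chromosome 17 from 31814878 to 31818667. Its exon RPKM was 74.7 ± 4.12 (SD, n = 3 cDNA preparations) in FH and 0.0626 ± 0.125 (SD, n = 4) in CCE, where 1 exon tag was found in the RiboMinus libraries against 869 in FH. Over the region shown by the paper, the FH to CCE ratio of CPM values was 1170 (95% interval from counting error 209 to 46272). In log2 of CPM plus 1 the tissues differed by 6.42 (exact permutation test, p = 0.0571, the smallest that 4 preparations against 3 allow).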

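Exon RPKM values of Pou5f1 were 18.0 ± 2.51 (SD, n = 4 cDNA preparations) in CCE. In FH no tag was found in 3 preparations. Over the region used for this gene the difference was at least 136-fold against a floor of 3 tags in RiboMinus and at least 985-fold in Ribo-Zero libraries.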

CCE mimics an early embryonic stage [23] and therefore we found the well-known stem cell marker *Pou5f1* (*Oct4*), still expressed in CCE and absent in FH (Figure 4A right panel). We also investigated differentially-expressed genes in both cell types at a global level using the Ingenuity Pathway Analysis (IPA) software for the RiboMinus dataset [30]. This analysis indicates that the top ranked biological processes identify the unique features of both tissues (data not shown).

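Of 10306 protein-coding genes with a mean RPKM over 3 in at least 1 tissue, 5638 differed between the 3 FH and 4 CCE cDNA preparations at an adjusted p under 0.05 (limma on log2 RPKM values), 2056 higher and 3582 lower in FH. The preparations are not known to come from separate animals or cultures, so the test covers preparation and sequencing. Without the filter on low genes 3650 were higher and 3892 lower, so that the excess of lower genes depends on the filter. With the fragmentation method as a covariate 7679 genes differed, the largest count of the alternatives. The largest increases in FH, as log2 fold changes, were those of Hbb-y (9.11), Hbb-b1 (7.39), Krt5 (6.48), Crybb1 (6.33) and Cryaa (6.16). The largest decreases were those of Ecm1 (-7.35), Cdkn2a (-7.19), Tagln (-6.22), Cnn1 (-6.19) and Rec8 (-5.88). Hbb-b1, Krt5 and Crybb1 had an RPKM of 0 in every CCE preparation, and Cdkn2a in every FH preparation. Their fold changes and the order of the lists therefore depend on the pseudocount of 1.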

**Figure 4:**
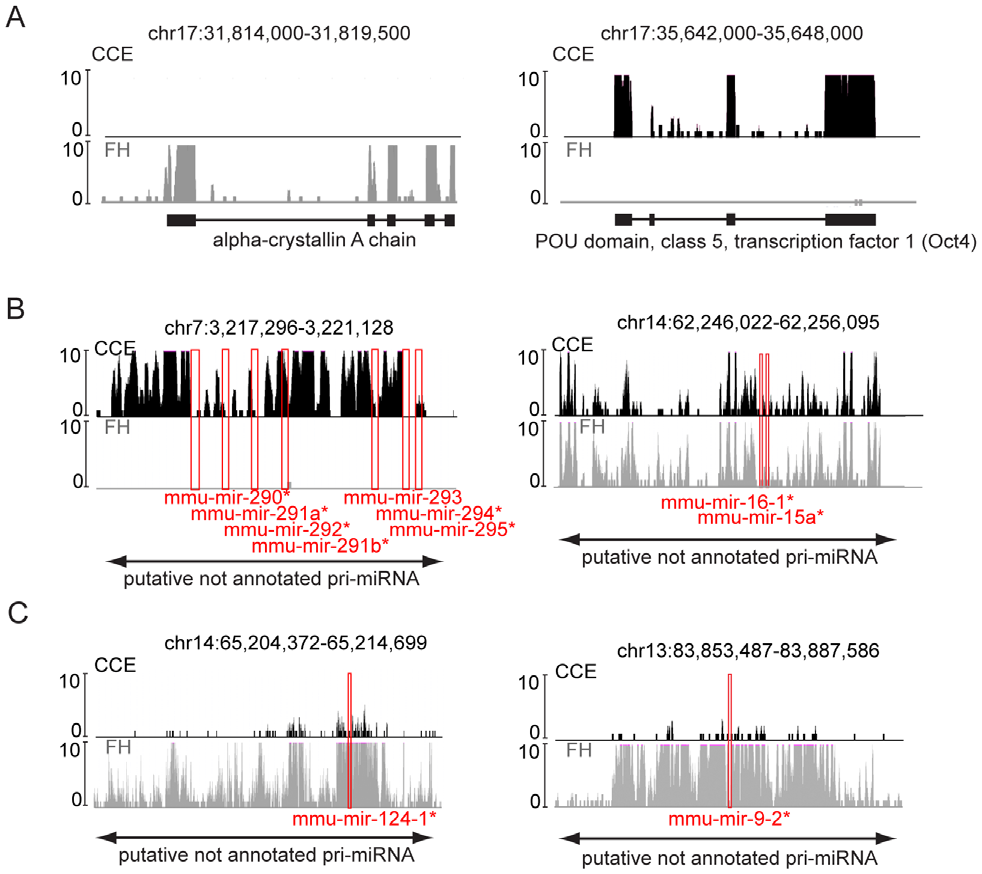
Ribo-depleted RNA-Seq detects tissue specific expression of known protein-coding and non-coding genes. (**A**) UCSC genome browser (http://genome.ucsc.edu/, mm9) screen shots of RNA-Seq data for CCE (black, top) and FH (grey, bottom). The genome position is given on top, black or grey bars indicate the number of sequence tags (tag numbers >10 are cut off) at this position. The position of RefSeq genes (black line) with exons (black boxes), are shown below with the gene name. Left: the *alpha-crystallin A chain* gene is specific for the mouse eye and therefore sequence tags over exons (indicating gene expression) are only found in FH and are absent from CCE. Right: the well-known stem cell marker *Pou5f1* (*Oct4*) shows sequence tags over exons only in CCE but not in FH. (**B**) Putative pri-miRNAs indicating either the specific expression of all miRNAs of the cluster in CCE and the >10 fold reduced expression in FH (left) or the similar expression of the two miRNAs in the region in CCE and FH (right). Red boxes indicate the position of annotated miRNAs (http://genome.ucsc.edu/, mm9) with the name given below. Asterisks mark miRNAs overlapped by a low number of sequence tags. The position of the putative pri-miRNA, not annotated in the RefSeq database, is shown at the bottom by a double-headed arrow. Details as in (A). (**C**) Putative pri-miRNAs indicating the >10 fold increased expression of the single miRNAs of the respective cluster in FH compared to CCE. Details as in (A). Note that in A, B, and C RiboMinus data is shown and that the Ribo-Zero data produced similar results (data not shown).

Tissue specific expression of ncRNAs is less well described in the literature and bioinformatic tools to analyse these genes in a similar way to IPA analysis [30] are not available. However, specific expression of several miRNAs in differentiated ES compared to several mouse tissues has been reported [31]. We could confirm this expression pattern for *mmu-mir-292* and *mmu-mir-293* which are part of a larger pri-miRNA transcript detected exclusively in CCE cells (Figure 4B left panel). 

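The cluster from Mir290 to Mir295 lies on chromosome 7 from 3218627 to 3220842. CPM values over the region were at least 71.5-fold higher in CCE than in FH in RiboMinus libraries, with 282 tags against 0, and at least 1901-fold higher in Ribo-Zero libraries. The floor was 3 tags. Each of 4 CCE cDNA preparations lay above each of 3 FH preparations, a difference of -4.31 in log2 CPM plus 1.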

Another miRNA, *mmu-mir-16-1*, was reported to be present in differentiated ES cells and several other mouse tissues [31]. 

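The region of mir-16-1 and mir-15a overlaps Dleu2 on chromosome 14 from 62238318 to 62301162. Tags were found in both tissues, with an FH to CCE ratio of 2.17 (95% interval 1.84 to 2.55) in RiboMinus and 1.35 (1.26 to 1.45) in Ribo-Zero libraries.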

In agreement with this finding we identified this miRNA in CCE and FH as a large pri-miRNA transcript (Figure 4B right panel). Mouse eye-specific miRNAs have also been reported and we could confirm increased expression of two of these miRNAs, *mmu-mir-124-1* and *mmu-mir-9-2* in FH, which contains the developing eye (Figure 4C) [32]. 

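Over the mir-124-1 region the FH to CCE ratio of CPM values was 77.1 (95% interval 53.8 to 115) in RiboMinus and 29.7 (22.4 to 40.1) in Ribo-Zero libraries. For mir-9-2 it was 51.3 (39.9 to 67.1) and 34.0 (29.2 to 39.9). The log2 differences of 5.75 and 5.35 held in every preparation, with an exact permutation p of 0.0571 each. From these regions the paper reasons that ribo-depleted RNA shows miRNA precursor transcripts and the differences in ncRNA expression between CCE and FH.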

Again these miRNAs are part of larger pri-miRNA transcripts.

These examples clearly illustrate that our ribo-depleted RNA-Seq approach not only identifies miRNA precursor transcripts in a similar way to polyA RNA-Seq [20] but also correctly identifies ncRNA expression differences between CCE and FH samples. Together this confirms that this ribo-depleted RNA-Seq protocol is useful for studying the protein-coding and non-coding transcriptome to a level that can be utilised for comparing different datasets.

### Ribo-depleted RNA-Seq is advantageous for detecting macro ncRNAs

Macro ncRNAs like *Airn* and *Kcnq1ot1* are well-known functional ncRNAs but little is known about their detection by RNA-Seq. Therefore we investigated the ribo-depleted RNA-Seq datasets produced here as well as published ribo-depleted and polyA datasets for the detection of *Airn* and *Kcnq1ot1*. The first published dataset used contains the polyA transcriptome obtained by a SOLiD platform of embryoid body (EB) differentiated ES cells (that have a similar biological origin to the CCE dataset described here, Cloonan et al. [19]). The second dataset used contains polyA selected transcriptome of adult mouse brain (Mortazavi et al. [20]) and was the closest available match to our FH sample for two reasons. First FH is predominantly fetal brain and second this study used a similar template preparation protocol and the same Illumina/Solexa sequencing platform. We first investigated the CCE and Cloonan et al. EB datasets for the expression of the *Airn* and *Kcnq1ot1* macro ncRNAs, which are expressed in both cell types [33]. In both ribo-depleted CCE datasets generated here *Airn* shows continuous expression over its 118 kb long gene body that is absent in the Cloonan et al. EB dataset (Figure 5A). In contrast, the *Igf2r* protein-coding gene was similarly detected in all data sets. 

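Airn is annotated on chromosome 17 from 12934177 to 13052988. Along the part of Airn within the region of Figure 5A, 95.8% of 96 windows of 1 kb held a tag in the pooled CCE RiboMinus libraries and 97.9% in the CCE Ribo-Zero library. Along the whole transcript of 118 windows these were 87.3% and 97.5%. The RPKM over the Table 1 region was 4.51 (95% interval 4.38 to 4.65) and 3.31 (3.23 to 3.39). The 12 windows of the region upstream of Airn lie within Igf2r and give no comparison. With a minimum of 5 tags per window, 87.5% and 93.8% of the 96 windows were covered. Tags are not strand specific, and Igf2r overlaps the first part of Airn.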

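Igf2r exons had an RPKM of 101 ± 7.72 (SD, n = 4 cDNA preparations) in CCE and 26.3 ± 4.84 (SD, n = 3) in FH RiboMinus libraries, a log2 fold change of -1.92 (adjusted p = 3.71e-05, limma).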

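Of 83 windows of 1 kb along Kcnq1ot1, 85.5% held a tag in the pooled CCE RiboMinus libraries and 94.0% in the CCE Ribo-Zero library. With at least 5 tags these were 67.5% and 83.1%. Of 16 windows flanking the transcript, 6 and 8 held a tag.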

The 83 kb long *Kcnq1ot1* macro ncRNAs was similarly not detectable in the Cloonan et al. EB dataset but was present as a continuous region covered with sequencing tags in both ribo-depleted CCE datasets (Figure 5B). 

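For Kcnq1ot1 the share of 1-kb windows with a tag was 91.6% in the pooled FH RiboMinus libraries and 100.0% in the FH Ribo-Zero library, where 10 and 16 of the 16 flanking windows held one.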

*Kcnq1ot1* is widely expressed in the mouse brain [34], however, it was not present in the Mortazavi et al. adult brain datasets but was detectable in both ribo-depleted FH datasets (Figure 5C, Table 1). Interestingly the visual inspection of both *Airn* and *Kcnq1ot1* showed a similar loss of sequence tags towards the 3′ end as shown for long genes. 

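Airn and Kcnq1ot1 were each cut into 3 parts of equal length. The median tags per 1-kb window in the last part of Airn, relative to the first, were 0.0149 in CCE RiboMinus, 0.0909 in FH RiboMinus, 0.0367 in CCE Ribo-Zero and 0.0811 in FH Ribo-Zero. For Kcnq1ot1 they were 0.0370, 0.0741, 0.0408 and 0.180. In single cDNA preparations the mean ratio was 0.0720 ± 0.0646 (SD, n = 3) for Airn and 0.0581 ± 0.0504 (SD, n = 3) for Kcnq1ot1 in FH, and 0 in all 4 of CCE. All lay under 1, with an exact sign test p of 0.125 in CCE and 0.25 in FH, the smallest possible. Over the shorter Airn region of Table 1 the ratio was 0.375 in CCE and 0.572 in FH.

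**Figure D2:**
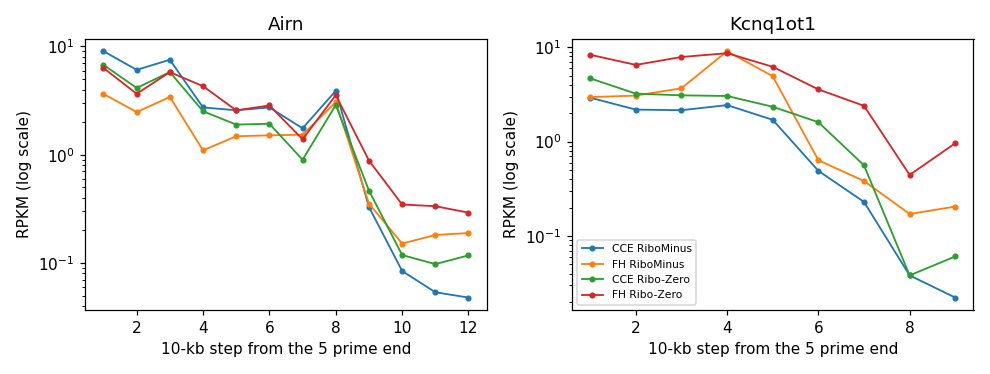
RPKM on a log scale in steps of 10 kb from the 5′ end of Airn (left) and Kcnq1ot1 (right). Lines are the pooled RiboMinus libraries and the Ribo-Zero library of each tissue.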

Note that both *Airn* and *Kcnq1ot1* represent a single continuous transcript as the truncation of both macro ncRNAs removed all downstream transcripts [8], [9].

**Figure 5:**
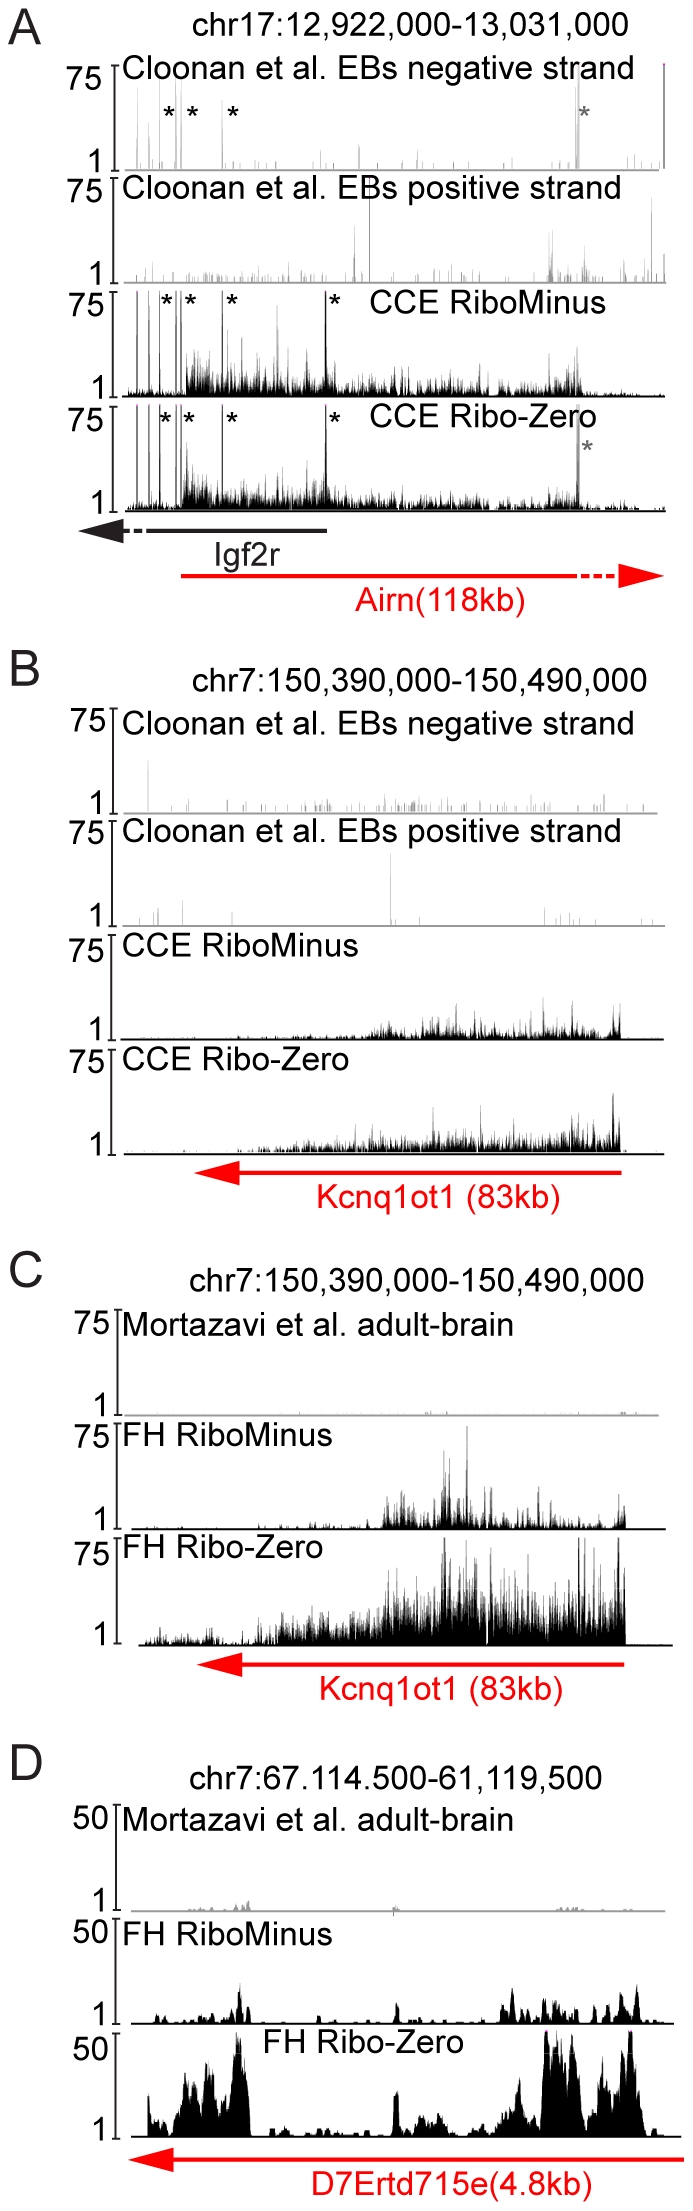
Ribo-depleted RNA-Seq detects macro ncRNAs more efficiently than polyA RNA-Seq. (**A**) UCSC genome browser screen shot as in Figure 4A of the *Airn* macro ncRNA gene. The Cloonan et al. EB polyA RNA-Seq (grey, top), the RiboMinus CCE and Ribo-Zero CCE RNA-Seq data (black, bottom) are shown. Black asterisks mark the signals from the protein-coding mRNA *Igf2r* and grey asterisks mark the position of a pseudogene expressed from chr.15 [41]. Note that the ncRNA *Airn* is 118 kb in length (red arrow, extends outside the region shown) and overlaps exons 2 and 1 protein-coding *Igf2r* gene (black arrow, extends outside the region shown) in antisense orientation. Therefore *Airn* and *Igf2r* signals are visible in the CCE data that has no strand-specific information. For Cloonan et al., strand-specific information was available and *Igf2r* signals are visible on the negative strand (black asterisks, top) whereas only a low amount of signals are visible on the positive strand expressing *Airn*. (**B**) As in A showing the functional 83 kb *Kcnq1ot1* macro ncRNA (red arrow). (**C**) As in B showing Mortazavi et al. adult mouse brain polyA RNA-Seq (grey, top), the RiboMinus FH (black, middle) and Ribo-Zero FH RNA-Seq data (black, bottom). (**D**) As in C showing an annotated RefSeq ncRNA of unknown function. Signals higher than indicated by the scale on the x-axis were cut off. Note that the differences in the read numbers between RiboMinus FH and Ribo-Zero FH reflect the increased number of uniquely aligned tags (see Table S1).

**Table 1:** Macro ncRNAs are more efficiently detected in RiboMinus and Ribo-Zero RNA-Seq.

RefSeq name, region	RPKM expression values				
UCSC genome browser mm9	Mortazavi et al. adult brain polyA [20]	Cui et al. adult brain polyA [22]	Cui et al. adult brain RiboMinus [22]	FH-Ribo-Zero (this study)	FH RiboMinus (this study)
**Airn (NR_027784)** Chr17:12934176–13008423	**0.27**	**0**	**0.5**	**5.7**	**3.33**
**Kcnq1ot1 (NR_001461)** chr7:150399016–150482452	**0.03**	**0.44**	**1.62**	**5.31**	**3.31**
Dlx6os1 (NR_015388)* chr6:6770546–6819533	0.73	7.17	3.76	9.26	9.22
IPW (NR_015351)* chr7:66874528–66934248	0.67	4.57	6.20	5.97	8.19
A330076H08Rik (NR_015599)* chr7:69088787–69127189	0.37	5.78	3.39	6.82	3.69
D7Ertd715e (NR_015456)* chr7:67114463–67119317	0.43	3.80	5.94	8.52	5.26
Ftx (NR_028380)* chrX:100764844–100819093	0.52	13.63	3.78	3.05	3.75

Different ncRNAs annotated in the RefSeq database (http://genome.ucsc.edu/, mm9, RefSeq identifier given in brackets) are shown with their respective RPKM values in two polyA and one RiboMinus RNA-Seq dataset from adult brain (Mortazavi et al., Cui et al., details see text) and the Ribo-Zero as well as the RiboMinus FH datasets presented here. Note that the ncRNAs with unknown function (asterisks) show a reliable RPKM level (>3) in the Cui et al. polyA RNA-Seq datasets and in all the ribosomal RNA depleted datasets. 

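In FH, the RPKM of Airn over the Table 1 region was 2.19 (95% interval 2.08 to 2.30) in RiboMinus and 3.78 (3.72 to 3.84) in Ribo-Zero libraries. Kcnq1ot1 had 2.99 (2.88 to 3.11) and 5.31 (5.24 to 5.38). Over cDNA preparations the RiboMinus values were 2.11 ± 0.318 (SD, n = 3) and 2.80 ± 0.804 (SD, n = 3). As medians of 1-kb windows Airn had 1.96 and 3.30, and Kcnq1ot1 1.41 and 5.68.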

The functional *Airn* and *Kcnq1ot1* macro ncRNAs (bold) that are expressed in mouse brain are only detected in the FH datasets (RPKM>3, details see text).

These results are noteworthy as both *Airn* and *Kcnq1ot1* were reported to be polyadenylated and to contain A-rich regions that could be captured during polyA enrichment [35], [36], [37]. To test if other ncRNAs are preferentially detected in our ribo-depleted RNA-Seq we extended this analysis to other examples of annotated ncRNAs that are expressed in the mouse brain according to the “Affymetrix Exon Array 1.0: Normal Tissues track” on the UCSC genome browser (http://genome.ucsc.edu/, mm9). 

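Over exons, Dlx6os1 had an RPKM of 8.00 in FH RiboMinus and 8.91 in FH Ribo-Zero libraries, A330076H08Rik 1.98 and 3.61, and Ftx 2.36 and 1.86. Ftx was taken as the GENCODE gene B230206F22Rik. For IPW and D7Ertd715e no exons in the annotation used here were matched, and the RPKM over the whole Table 1 region, introns included, was 0.422 and 0.688 for IPW and 3.11 and 4.58 for D7Ertd715e.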

The two ribo-depleted FH datasets generated here, detected five candidate ncRNAs (RPKM>3) that were not detectable to a reliable level in the Mortazavi et al. adult brain dataset (RPKM<3, *Dlx6os*, *IPW*, *A330076H08Rik*, *D7Ertd715e*, *Ftx* Table 1 and Figure 5D). To further investigate if these ncRNAs were not detectable due to a lack of A-rich regions we investigated their expression in another polyA RNA-Seq dataset, Cui et al. adult mouse brain [22]. Cui et al. used a similar polyA enrichment strategy as Mortazavi et al., but used an enzymatic digestion to fragment the RNA and a SOLiD sequencing platform. The Cui et al. polyA dataset failed to detect the *Airn* and *Kcnq1ot1* macro ncRNAs (RPKM<3, Table 1) but reliably detected all other ncRNAs listed in Table 1 (RPKM>3). Cui et al. also produced a ribo-depleted RNA-Seq dataset using the RiboMinus ribosomal RNA depletion approach and the same fragmentation method and sequencing platform as for the polyA dataset [22]. Interestingly the Cui et al. ribo-depleted dataset also failed to detect the *Airn* and *Kcnq1ot1* macro ncRNAs (RPKM<3, Table 1) but detected all other ncRNAs shown in Table 1 (RPKM>3).

These findings indicate that different polyA RNA-Seq approaches and to a lesser extent, different ribo-depleted RNA-Seq approaches vary in their ability to detect annotated ncRNAs. Importantly the ribo-depleted RNA-Seq template protocol presented here, is advantageous over other tested protocols in the detection of macro ncRNAs, as it is the only one that detected both examples of the functional *Airn* and *Kcnq1ot1* macro ncRNAs. These macro ncRNAs are largely unspliced RNA Polymerase II transcripts with a high proportion of interspersed repeats that have a very short halflife [35]. It is possible that these features make them a difficult target for RNA-Seq and that the advantages of the template preparation protocol described here are the rapid processing of the tissue together with an enzyme-free fragmentation step.

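The paper compares its data with published datasets, and rests this advantage on its protocol alone detecting both Airn and Kcnq1ot1.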

### Ribosomal RNA depletion methods determine the comparability of RNA-Seq datasets

In the final step of our study we sought to investigate the potential biases of the different ribosomal RNA depletion methods (RiboMinus and Ribo-Zero) presented here in comparison to other RNA-Seq datasets. As no publicly available datasets directly match our datasets we could not compare gene expression levels directly. Therefore we chose to investigate the cDNA length distribution of differentially expressed genes between two datasets, as the length bias is a well established phenomenon distinguishing different template preparation protocols independently of biological differences [17]. We first analysed the length distribution of genes that show differential expression in the RiboMinus compared to the Ribo-Zero datasets (Figure 6A). We found that the RiboMinus datasets detected small genes (<2 kb) significantly more reliably than Ribo-Zero for both FH and CCE (Wilcoxon p<0.05). 

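Genes whose RPKM differed over 8 times between pooled RiboMinus and Ribo-Zero libraries numbered 88 higher in RiboMinus and 110 higher in Ribo-Zero in CCE, and 66 and 47 in FH. The median cDNA length was 2180.5 against 2954.5 bp in CCE and 1411.5 against 1640 bp in FH. Over length bins under 2 kb a permutation test of ranks gave p = 0.405 in CCE and p = 0.833 in FH. Of the genes higher in Ribo-Zero, 7 per tissue lie on the mitochondrial chromosome, for which the RiboMinus files hold no tags. Without them, an alternative added after the data were seen, 103 genes with a median of 3262 bp in CCE and 40 with 1993 bp in FH remained (permutation test, p = 0.193 and p = 0.544). With a threshold of 4 times the same permutation test gave p = 0.0178 and p = 0.00364. The paper counts genes with an RPKM under 3 as not expressed. With such values set to 0, an alternative added after the data were seen, the permutation p was 0.0201 in CCE and 0.00113 in FH. At 8 times, ranks over all genes with no split at 2 kb gave a permutation p of 0.00104 in CCE and 0.473 in FH. In CCE the genes higher in RiboMinus were the shorter ones.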

There was no significant difference between the two ribosomal RNA depletion methods for the detection of large genes (>2 kb, Wilcoxon p>0.05). This result fits with the above observation that small genes are less well covered with sequence tags in the Ribo-Zero sample compared to the RiboMinus sample, which might lead to a less reliable gene expression level in the Ribo-Zero samples (Figure 2B).

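Over length bins above 2 kb the permutation test of ranks gave p = 0.112 in CCE and p = 0.882 in FH, and with a threshold of 4 times p = 0.00697 and p = 0.0287. With RPKM values under 3 set to 0, added after the data were seen, the permutation p was 0.0958 and 0.0671.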

**Figure 6:**
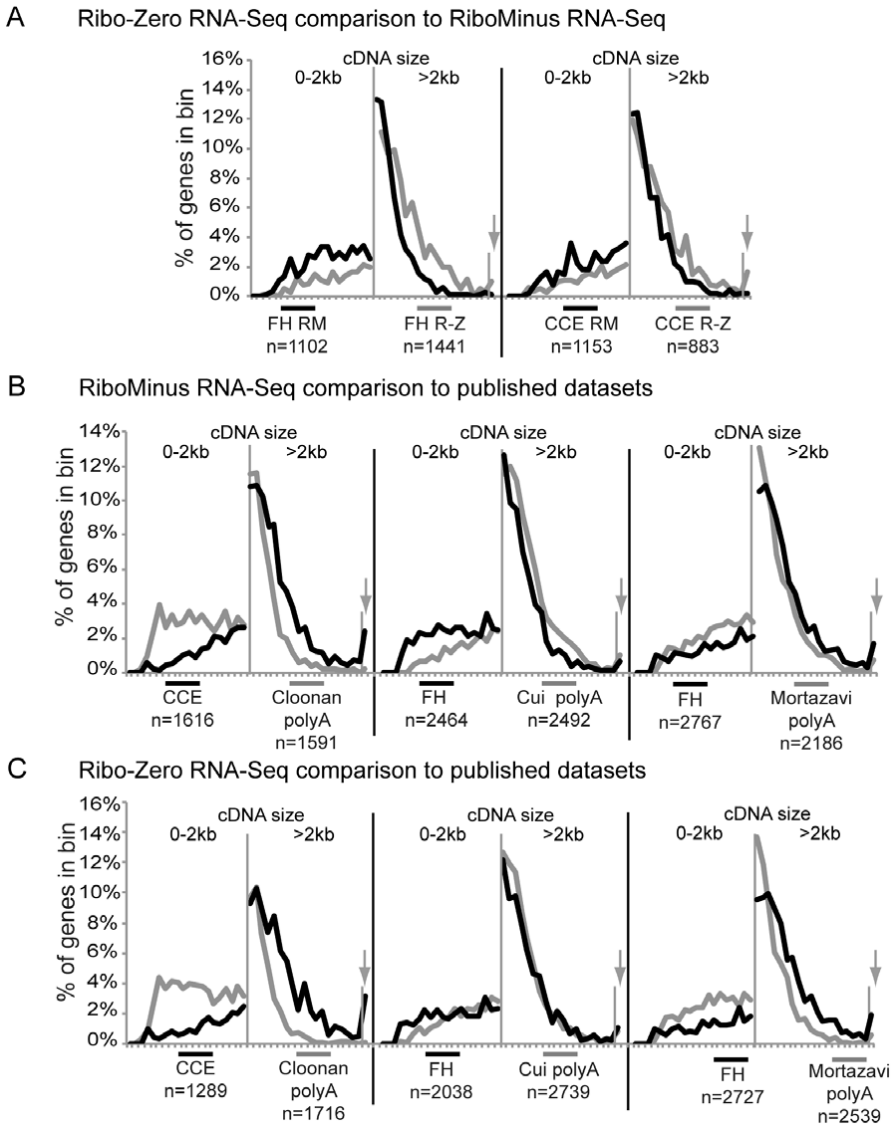
The template preparation protocol determines the comparability of ribo-depleted RNA-Seq to polyA RNA-Seq. The cDNA size distribution of genes showing more than 8× expression difference (Figure S2), in the comparison of (**A**) FH RiboMinus - FH-RiboZero (left) and CCE RiboMinus - CCE Ribo-Zero (right). (**B**) as in A for the comparisons of CCE RiboMinus-Cloonan et al. EB (left), FH RiboMinus-Cui et al. adult mouse brain polyA (middle) and FH RiboMinus-Mortazavi et al. adult mouse brain polyA (right). (**C**) as in A for the comparisons of CCE Ribo-Zero-Cloonan et al. EB (left), FH Ribo-Zero-Cui et al. adult mouse brain polyA (middle) and FH Ribo-Zero-Mortazavi et al. adult mouse brain polyA (right). For Cloonan et al. EB both the gene expression data from the published alignment (shown in B, C, see Materials and methods) and from an alignment done with the pipeline used here (data not shown) were used and produced the same highly significant differences. Two different size classes are shown with different bin sizes (0–2 kb, 100 bp bins and >2 kb, 500 bp bins). Genes bigger than 11.5 kb are grouped in the last bin (arrow).

We next tested the influence of the RiboMinus and the Ribo-Zero method on the comparability of our datasets to the published datasets introduced above. For determining differentially expressed genes we used a correction factor to maximise the number of genes showing no difference (Figure S2). We found that the Cloonan et al., EB dataset were significantly enriched for small genes (Wilcoxon p< = 0.0006) and depleted for large genes (Wilcoxon p<0.03) compared to the RiboMinus and Ribo-Zero CCE (compare black and grey lines in Figure 6B and C left). In contrast genes differentially expressed in RiboMinus FH sample were significantly enriched for small genes (Wilcoxon p<0.003) but not for large genes (Wilcoxon p>0.05) compared to the Cui et al., adult brain polyA dataset (compare black and grey lines in Figure 6B middle). This difference was not detectable when using the Ribo-Zero FH dataset for the same comparison (Wilcoxon p>0.05, Figure 6C middle). Finally we used the Mortazavi et al. adult brain data and compared it to our FH data. This analysis revealed no difference to the FH RiboMinus dataset for any gene length (compare black and grey lines in Wilcoxon p>0.05, Figure 6B right). When using the FH Ribo-Zero dataset a significant enrichment of small genes (Wilcoxon p<0.003) but not of large genes (Wilcoxon p>0.05) was detectable in the Mortazavi et al. adult brain dataset (Figure 6C right).

It is notable that the difference of the FH and CCE datasets to polyA RNA-Seq datasets that used a column-free RNA preparation protocol (Cui et al. and Mortazavi et al.,) was not as significant (minimum: p<0.003) as the differences to the Cloonan et al. dataset (p<0.0006) that used a column-based RNA preparation method. This indicates that independent of the polyA enrichment or ribosomal RNA depletion, a standardised RNA preparation protocol increases the comparability of the resulting transcriptomes markedly.

### Conclusions

In this study we investigated the use of ribo-depleted RNA-Seq for the study of whole transcriptomes. Using this approach we found differences in the coverage of genes with sequence tags when using different template fragmentation protocols, although not as dramatic as reported previously when comparing studies using different primers for the cDNA synthesis [12]. We show for the first time, that ribo-depleted RNA-Seq produces reliable coding and non-coding gene expression data and is highly reproducible between different sequencing locations and when using different ribosomal RNA depletion strategies. The ribo-depleted RNA-Seq protocol presented here has a clear advantage over comparable published RNA-Seq protocols, as it was the only one to detect the two known functional *Airn* and *Kcnq1ot1* macro ncRNAs. Finally we show that the use of a standardised RNA preparation, improves the comparability of the resulting transcriptome. With this awareness we propose the use of a limited number of tested protocols to allow the sharing of transcriptome data within the scientific community. A ribosomal RNA depletion approach, similar to the one presented here, could be one of these protocols as it is simple but powerful in detecting a large variety of protein-coding and non-protein-coding transcripts. This does not remove the necessity of additional data correction procedures but suggests that a closely matching experimental setup further improves the comparability of the resulting transcriptomes, allowing for even more accurate comparisons after data correction.

## Materials and Methods

### Ethics Statement

No animal experiments according to the Austrian Laboratory Animal Act were performed in this study, because humane killing of laboratory animals is not defined as animal experimentation under the Austrian Laboratory Animal Act (Animal Experiments Act, Federal Law Gazette No. 501/1989). For this reason, approval of the study by an institutional ethics committee was not required. 14.5 days postcoitum mouse embryos were obtained after humane killing of wildtype FVB/N pregnant female mice by cervical dislocation by skilled qualified personnel. Mice were bred and housed at the Forschungsinstitut für Molekulare Pathologie GmbH, Dr. Bohr-Gasse 7, 1030 Vienna, Austria in strict accordance with national recommendations described in the “IMP/IMBA Common Institutional policy concerning the care and use of live animals” with the permission of the national authorities (Laboratory Animal Facility Permit MA58-0375/2007/4).

### RNA preparation

CCE feeder-independent ES cells [38] were grown under standard conditions and differentiation was induced by LIF withdrawal and retinoic acid (0.266 µM final concentration) addition. Mouse fetal head was dissected at 14.5 days postcoitum. Total RNA was isolated from cells and tissues according to a standard TRI reagent (Sigma) protocol and treated with DNase I (Ambion). Tissues were snap frozen in liquid nitrogen before further processing or the Tri reagent was added directly to the cells. 10 µg (Invitrogen RiboMinus™ Transcriptome Isolation Kit Human/Mouse) or 5 µg (Epicentre Ribo-Zero™ rRNA Removal Kit Human/Mouse/Rat) of total RNA from cells or tissues was subjected to ribosomal RNA depletion according to the manufacturer's protocol. Note that the RNAs used for the RiboMinus and the Ribo-Zero preparations are biological replicates. The quality of the purified RNA was determined using the Agilent 2100 Bioanalyzer with the Agilent RNA 6000 Pico Kit according to the manufacturer's protocol.

### RNA fragmentation

RNA-hydrolysis was done as described [20] for 3.5 minutes (RiboMinus) or 4 minutes (Ribo-Zero) and the fragmented RNA was purified with the RNeasy Mini Kit (Qiagen). RNA size and concentration was quantified with the Agilent 2100 Bioanalyzer with Agilent RNA 6000 Pico Kit according to the manufacturer's protocol.

### cDNA preparation

RNA fragmented by hydrolysis or intact RNA was used as template for cDNA synthesis using 5 µg random hexamers (Invitrogen) in a total volume of 20 µl according to the Superscript II Reverse Transcriptase (Invitrogen) standard protocol. Second-strand synthesis was performed by adding 91.8 µl water, 30 µl 5× Second strand buffer (Invitrogen), 3 µl 10 mM dNTP (Invitrogen), 4 µl DNA polymerase I (10 U/µl Invitrogen), 1 µl E. coli DNA ligase (10 U/µl Invitrogen) and 0.2 µl RNase H (2 U/µl Invitrogen), followed by incubation at 16°C for 2 hours. T4 DNA Polymerase (5 U/µl Invitrogen) (1 µl) was added followed by an additional 10 min at 16°C. The ds-cDNA was purified by using the MinElute Reaction Cleanup Kit (Qiagen), according to the manufacturer's protocol.

### cDNA fragmentation

ds-cDNA prepared from intact RNA was fragmented in a volume of 130 µl by a Covaris S1 device according to the manufacturer's protocol using the following conditions: Duty cycle - 15.2%, Intensity - 6.0, Cycles/burst - 500, Duration - 60 sec, Cycle repeat - 5. After ethanol precipitation, the sheared cDNA was recovered in nuclease-free distilled H_2_O.

### Next Generation Sequencing

Vienna-IMP and Nijmegen sequencing locations performed these steps independently using the same machines and the same ds-cDNA starting material. NGS in Nijmegen was done as described for libraries with a fragment size of 300 bp [39]. In Vienna-IMP 10 ng of fragmented cDNA was used to generate sequencing libraries with a fragment size of 200–700 bp as described by Illumina's ChIP-Seq sample preparation protocol. Libraries were quantified with the Agilent Bioanalyzer dsDNA 1000 assay Kit. Cluster generation and single read sequencing was carried out using Illumina/Solexa Genome Analyzer (GA) II systems according to the manufacturer's guidelines with a 36 bp read length for all samples. In Vienna-CeMM the procedure was essentially the same with the exception that 5 ng of cDNA was used to produce sequencing libraries with a fragment size of 150–600 bp. Cluster generation and single read sequencing was carried out using Illumina/Solexa HiSeq 2000 systems according to the manufacturer's guidelines with a 51 bp read length for all samples. All sequencing data has been submitted to the GEO database: Accession number GSE22959.

### Data analysis

High quality tags were aligned against mitochondrial sequences (mm9, http://genome.ucsc.edu/, RiboMinus samples) and rRNA sequences (GenBank BK000964.1, RiboMinus and Ribo-Zero samples). Remaining tags were aligned to the mouse genome (mm9, http://genome.ucsc.edu/) using BOWTIE [40], not considering individual base pair qualities and allowing 2 mismatches for 36 bp tags and 3 mismatches for 51 bp tags. Unique tags were defined as matching only once in the genome and tags with more than one match were flagged as repeats and excluded in subsequent analyses. We did not map tags covering splice junctions as a previous study found that less than 1% of tags map to exon-exon junctions in RiboMinus RNA-Seq [22].

### Databases

The RefSeq (mm9, http://genome.ucsc.edu/, freeze: 2009-07-24) entries were partitioned into a non-coding and protein-coding fraction: 1. non-coding RNA: NCBI was searched using “ncRNA RNA” AND “Mus musculus” 2. Protein-coding: all RefSeq entries occurring in the non-coding RNA list and all entries that start with “NR_” were removed. The resulting list was the RefSeq protein-coding gene set.

### RPKM/PPKM

RPKM (Reads Per Kilobase of exon model per Million of reads) was calculated as described [20] for the exons of the transcripts in the respective RefSeq database. The pileup defines the number of sequence tags covering each base of the genome. The PPKM (Pileup Per Kilobase of exon model per Millions of reads) is calculated as the RPKM but instead of the actual tags, the sum of the pileups of each base in the respective exons was used. RPKM and PPKM are highly correlated and a factor of 30 can be used to convert RPKM to PPKM (RPKM 3 = PPKM 90).

### Scatter plots

For scatter plots and Pearson correlation RPKM values were adjusted +1 and log10 transformed.

### Analysis of published datasets

Detailed information about the aligned sequence tags (pileups) was available from the Cloonan et al. dataset [19] and was used to calculate expression values (PPKM - Pileup Per Kb per Millions of tags). This data was not available for the Cui et al. and the Mortazavi et al. adult brain dataset [22], so we realigned the publicly available sequence tags and used this to obtain RPKM expression values.

### Statistical analysis

t-tests were done in EXCEL: 1 tail, two-sample equal variance. For the comparison of the different tag types the percentages of tags were compared among all relevant, available replicates from the list shown in Table S1. The Wilcoxon Two Sample Test was calculated at http://www.fon.hum.uva.nl/Service/Statistics/Wilcoxon_Test.html.

### Gene coverage (5′-3′ bias)

All RefSeq protein-coding genes that were expressed in the CCE and FH samples at an RPKM>3, were divided into 100 bins and the number of tags in each bin was determined separately for all sheared and all hydrolysed RiboMinus datasets and for the FH as well as the CCE Ribo-Zero datasets and normalised for the tag size and the total number of tags. Protein-coding genes were analysed as coding exons and UTRs separate, based on the RefSeq information. For the display UTRs bins were combined (averaged) into 10 bins. The bins were plotted relative to the bin with the highest tag count.

### Size distribution

The expression ratios of the RPKM/PPKM values (corrected to maximize the number of genes with expression differences smaller than 8×, see Figure S2) for RefSeq protein-coding genes were calculated. Genes with an RPKM<3 were considered to be not expressed. Differential expression was defined as a >8× expression difference. The genes in each set were grouped into bins differing by 100 bp in size if the cDNA was shorter than 2 kb or in bins differing by 500 bp in size if the cDNA was bigger than 2 kb using cDNA sizes defined by RefSeq. cDNAs larger than 11.5 kb were grouped into the last bin. The amount of genes in each bin was plotted relative to the total amount of genes in the set. For the statistical analyses the relative gene number was used.

## Supporting Information

Figure S1 **Optimisation and reproducibility of ribo-minus RNA-Seq in 14.5 dpc fetal head (FH).** (**A**) Similar analysis as in Figure 1A for sequence tags obtained from FH tissue. Samples were depleted for ribosomal RNAs once (lanes nr.1,2,4,5,7), or twice (lane nr. 3 and 6) using RiboMinus and once using Ribo-Zero (lane nr.8). Note that the tag composition of lane nr.2 differs from all other RiboMinus samples and therefore most likely is a technical outlier. (**B**) Similar analysis as in Figure 1B for sequence tags obtained from FH tissue. (**C**) Similar analysis as in Figure 1C for sequence tags obtained from FH tissue.
(PDF) Click here for additional data file.

Figure S2 **Determining correction factors for the calculation of differentially expressed genes.** The number of genes showing expression differences as indicated by the bins on the x-axis was calculated for RefSeq protein-coding genes for the following RiboMinus (RM) datasets (shown in Figure 6B): (**A**) FH-RM – Cui et al. polyA, (**B**) CCE-RM – Cloonan et al. EBs (**C**) Mortazavi et al. adult brain - FH-RM (first tissue is shown on the left, second tissue is shown on the right). Note that the 0 bin contains all genes showing no expression in both datasets. Expression is defined by an expression value larger than RPKM 3 for all comparisons except for CCE-RM - Cloonan et al. EB, where a cutoff of PPKM 90 was used. All comparisons were corrected to maximize the number of genes in the bins with expression differences smaller than 8× except for (A) where no correction was necessary. Differential expression was defined as a larger than 8 fold expression difference. Grey bars show the number of genes before the correction, black bars show the number of genes after the correction. Note that the correction factor is shown in the figure and that the expression values for the tissue shown right were multiplied with this factor. For the Ribo-Zero comparisons (shown in Figure 6C) the same analysis was performed (data not shown) and the following correction factors were used (RPKM values of the dataset written left were multiplied with this factor): Cloonan et al. EB - CCE-RZ: 3.5, FH-RZ - Cui et al. polyA: no correction, FH-RZ - Mortazavi et al. adult brain: 1.5.
(PDF) Click here for additional data file.

Table S1 **Ribosome depletion, tag types and GEO accession numbers obtained in the individual sequencing reactions.**
(DOC) Click here for additional data file.

## References

[1] Carninci P, Kasukawa T, Katayama S, Gough J, Frith MC (2005). The transcriptional landscape of the mammalian genome.. Science.

[2] Kapranov P, Cawley SE, Drenkow J, Bekiranov S, Strausberg RL (2002). Large-scale transcriptional activity in chromosomes 21 and 22.. Science.

[3] Katayama S, Tomaru Y, Kasukawa T, Waki K, Nakanishi M (2005). Antisense transcription in the mammalian transcriptome.. Science.

[4] Mattick JS, Taft RJ, Faulkner GJ (2010). A global view of genomic information–moving beyond the gene and the master regulator.. Trends in genetics : TIG.

[5] Zamore PD (2010). Somatic piRNA biogenesis.. EMBO J.

[6] Kim VN, Han J, Siomi MC (2009). Biogenesis of small RNAs in animals.. Nat Rev Mol Cell Biol.

[7] Matera AG, Terns RM, Terns MP (2007). Non-coding RNAs: lessons from the small nuclear and small nucleolar RNAs.. Nat Rev Mol Cell Biol.

[8] Mancini-Dinardo D, Steele SJ, Levorse JM, Ingram RS, Tilghman SM (2006). Elongation of the Kcnq1ot1 transcript is required for genomic imprinting of neighboring genes.. Genes Dev.

[9] Sleutels F, Zwart R, Barlow DP (2002). The non-coding Air RNA is required for silencing autosomal imprinted genes.. Nature.

[10] Williamson CM, Ball ST, Dawson C, Mehta S, Beechey CV (2011). Uncoupling antisense-mediated silencing and DNA methylation in the imprinted Gnas cluster.. PLoS genetics.

[11] Wilhelm BT, Landry JR (2009). RNA-Seq-quantitative measurement of expression through massively parallel RNA-sequencing.. Methods.

[12] Wang Z, Gerstein M, Snyder M (2009). RNA-Seq: a revolutionary tool for transcriptomics.. Nat Rev Genet.

[13] Metzker ML (2010). Sequencing technologies - the next generation.. Nat Rev Genet.

[14] Pepke S, Wold B, Mortazavi A (2009). Computation for ChIP-seq and RNA-seq studies.. Nat Methods.

[15] Costa V, Angelini C, De Feis I, Ciccodicola A (2010). Uncovering the complexity of transcriptomes with RNA-Seq.. J Biomed Biotechnol.

[16] Roberts A, Trapnell C, Donaghey J, Rinn JL, Pachter L (2011). Improving RNA-Seq expression estimates by correcting for fragment bias.. Genome Biol.

[17] Oshlack A, Wakefield MJ (2009). Transcript length bias in RNA-seq data confounds systems biology.. Biol Direct.

[18] Shi L, Reid LH, Jones WD, Shippy R, Warrington JA (2006). The MicroArray Quality Control (MAQC) project shows inter- and intraplatform reproducibility of gene expression measurements.. Nat Biotechnol.

[19] Cloonan N, Forrest AR, Kolle G, Gardiner BB, Faulkner GJ (2008). Stem cell transcriptome profiling via massive-scale mRNA sequencing.. Nat Methods.

[20] Mortazavi A, Williams BA, McCue K, Schaeffer L, Wold B (2008). Mapping and quantifying mammalian transcriptomes by RNA-Seq.. Nat Methods.

[21] Ramskold D, Wang ET, Burge CB, Sandberg R (2009). An abundance of ubiquitously expressed genes revealed by tissue transcriptome sequence data.. PLoS Comput Biol.

[22] Cui P, Lin Q, Ding F, Xin C, Gong W (2010). A comparison between ribo-minus RNA-sequencing and polyA-selected RNA-sequencing.. Genomics.

[23] Chen AC, Gudas LJ (1996). An analysis of retinoic acid-induced gene expression and metabolism in AB1 embryonic stem cells.. J Biol Chem.

[24] t Hoen PA, Ariyurek Y, Thygesen HH, Vreugdenhil E, Vossen RH (2008). Deep sequencing-based expression analysis shows major advances in robustness, resolution and inter-lab portability over five microarray platforms.. Nucleic Acids Res.

[25] Armour CD, Castle JC, Chen R, Babak T, Loerch P (2009). Digital transcriptome profiling using selective hexamer priming for cDNA synthesis.. Nature methods.

[26] Castle JC, Armour CD, Lower M, Haynor D, Biery M (2010). Digital genome-wide ncRNA expression, including SnoRNAs, across 11 human tissues using polyA-neutral amplification.. PloS one.

[27] Nagalakshmi U, Wang Z, Waern K, Shou C, Raha D (2008). The transcriptional landscape of the yeast genome defined by RNA sequencing.. Science.

[28] Pesole G, Mignone F, Gissi C, Grillo G, Licciulli F (2001). Structural and functional features of eukaryotic mRNA untranslated regions.. Gene.

[29] Schwartz S, Oren R, Ast G (2011). Detection and removal of biases in the analysis of next-generation sequencing reads.. PLoS One.

[30] Xu G, Fewell C, Taylor C, Deng N, Hedges D (2010). Transcriptome and targetome analysis in MIR155 expressing cells using RNA-seq.. RNA.

[31] Houbaviy HB, Murray MF, Sharp PA (2003). Embryonic stem cell-specific MicroRNAs.. Dev Cell.

[32] Karali M, Peluso I, Marigo V, Banfi S (2007). Identification and characterization of microRNAs expressed in the mouse eye.. Invest Ophthalmol Vis Sci.

[33] Latos PA, Stricker SH, Steenpass L, Pauler FM, Huang R (2009). An in vitro ES cell imprinting model shows that imprinted expression of the Igf2r gene arises from an allele-specific expression bias.. Development.

[34] Mercer TR, Dinger ME, Sunkin SM, Mehler MF, Mattick JS (2008). Specific expression of long noncoding RNAs in the mouse brain.. Proc Natl Acad Sci U S A.

[35] Koerner MV, Pauler FM, Huang R, Barlow DP (2009). The function of non-coding RNAs in genomic imprinting.. Development.

[36] Furuno M, Pang KC, Ninomiya N, Fukuda S, Frith MC (2006). Clusters of internally primed transcripts reveal novel long noncoding RNAs.. PLoS Genet.

[37] Pandey RR, Mondal T, Mohammad F, Enroth S, Redrup L (2008). Kcnq1ot1 antisense noncoding RNA mediates lineage-specific transcriptional silencing through chromatin-level regulation.. Mol Cell.

[38] Pauler FM, Stricker SH, Warczok KE, Barlow DP (2005). Long-range DNase I hypersensitivity mapping reveals the imprinted Igf2r and Air promoters share cis-regulatory elements.. Genome Res.

[39] Marks H, Chow JC, Denissov S, Francoijs KJ, Brockdorff N (2009). High-resolution analysis of epigenetic changes associated with X inactivation.. Genome Res.

[40] Langmead B, Trapnell C, Pop M, Salzberg SL (2009). Ultrafast and memory-efficient alignment of short DNA sequences to the human genome.. Genome Biol.

[41] Lyle R, Watanabe D, te Vruchte D, Lerchner W, Smrzka OW (2000). The imprinted antisense RNA at the Igf2r locus overlaps but does not imprint Mas1.. Nat Genet.

# Supplementary material for: An RNA-Seq Strategy to Detect the Complete Coding and Non-Coding Transcriptome Including Full-Length Imprinted Macro ncRNAs
**Source:** PLoS One. 2011 Nov 10;6(11):e27288. doi: 10.1371/journal.pone.0027288
**Supplement:** Table S1 — Ribosome depletion, tag types and GEO accession numbers obtained in the individual sequencing reactions.

**Table S1. Ribosome depletion, tag types and GEO accession numbers obtained in the individual sequencing reactions**

| **Lane** | **rRNA depletion** | **Total reads** | **Uniquereads** | **No-match reads** | **Repeat reads** | **rRNA+MchrRNA+** | **Sequencing Location** | **GEO Accession No.** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| CCE1 sheared | 1 round | 15593687 | 1928324 | 1415618 | 1321078 | 10928667 | Vienna | GSM566792 |
| CCE2 sheared | 1 round | 9593408 | 1309208 | 1295350 | 669640 | 6319210 | Vienna | GSM566794 |
| CCE1 hydrolyzed | 1 round | 14557115 | 2473448 | 2039391 | 1122180 | 8922096 | Vienna | GSM566793 |
| CCE2 hydrolyzed | 1 round | 9296010 | 1452794 | 1311420 | 820828 | 5710968 | Vienna | GSM566795 |
| 14.5dpc FH1 sheared | 1 round | 9330937 | 968337 | 1062355 | 647217 | 6653028 | Vienna | GSM566796 |
| 14.5dpc FH1 hydrolyzed | 1 round | 8779272 | 2115848 | 1881557 | 714622 | 4067245 | Vienna | GSM566797 |
| 14.5dpc FH2 hydrolyzed | 2 rounds | 13709811 | 2188956 | 2049737 | 888084 | 8583034 | Vienna | GSM566798 |
| CCE1 sheared | 1 round | 9423824 | 1058045 | 1138779 | 653860 | 6573140 | Nijmegen | GSM566799 |
| CCE2 sheared | 1 round | 9411194 | 1395877 | 1355497 | 520568 | 6139252 | Nijmegen | GSM566801 |
| CCE1 hydrolyzed | 1 round | 9818566 | 1518642 | 1424631 | 756722 | 6118571 | Nijmegen | GSM566800 |
| CCE2 hydrolyzed | 1 round | 10239178 | 1913424 | 1521196 | 728585 | 6075973 | Nijmegen | GSM566802 |
| 14.5dpc FH1 sheared | 1 round | 9498998 | 920424 | 1225185 | 399621 | 6953768 | Nijmegen | GSM566803 |
| 14.5dpc FH1 hydrolyzed | 1 round | 10004482 | 1597887 | 1633895 | 484938 | 6287762 | Nijmegen | GSM566804 |
| 14.5dpc FH2 hydrolyzed | 2 rounds | 9760125 | 2133462 | 1565406 | 676620 | 5384637 | Nijmegen | GSM566805 |
| CCE2 hydrolyzed 3 lanes combined | 1 round | 35889263 | 7958909 | 4947235 | 2963075 | 20020044 | Nijmegen | GSM566806 ~ GSM566808 |
| 14.5dpc FH1 hydrolyzed 3 lanes combined | 1 round | 36331485 | 7129104 | 5478525 | 2061938 | 21661918 | Nijmegen | GSM566809 ~ GSM566811 |
| CCE hydrolyzed | RiboZero | 79766249 | 28708715 | 16682652 | 23580536 | 10794346 | CeMM | GSM718982 |
| 14.5dpc FH hydrolyzed | RiboZero | 89895136 | 48426051 | 12675869 | 24770457 | 4022759 | CeMM | GSM718983 |

Abbreviations as in Figure 1. Ribosomal RNAs were removed using the RiboMinus KIT unless indicated otherwise. For the RiboMinus samples no-match, repeat, rRNA and mitochondrial tags were removed for further analysis; for the Ribo-Zero samples no-match, repeat and rRNA tags were removed for further analysis.

How the deposited data were processed for this re-analysis (not part of the article)

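RNA from retinoic acid differentiated CCE cells and from fetal heads at 14.5 dpc was depleted of ribosomal RNA and sequenced as single tags that carry no strand. The deposited files of 16 libraries were used, 14 RiboMinus and 2 Ribo-Zero. The authors aligned tags with Bowtie to mm9, kept those with a single place in the genome and deposited each as 1 line with its start and end, so that a count of lines is a count of unique tags. The score column deposited by the authors is the same in every line of a library and was not used. Reads were 36 nt in RiboMinus and 51 nt in Ribo-Zero libraries, and end minus start of the listed tags was 35 at Vienna-IMP, 34 at Nijmegen and 51 in Ribo-Zero libraries. The number of lines in each file equals the unique tags of Table S1. The totals of all tags and the percent of repeat, nomatch and ribosomal or mitochondrial tags were taken from Table S1, where the authors give them. The RiboMinus files hold no tag on the mitochondrial chromosome, while the Ribo-Zero files do. Fragmentation was taken from Table S1 and the matching field of the labels, while the protocol text of every RiboMinus sample, sheared ones included, describes hydrolysis. The 3 extra lanes per tissue and the 2 combined samples were not analysed here.

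Tags were counted by their midpoint in merged exons of 22380 protein-coding and 3845 non-coding genes of GENCODE M1, whose build is the one the authors aligned to. The authors deposited no RPKM, which was computed here from the counted tags, the exon length in kb and the CPM scale of all unique tags in a library or pool. Ratios on a log scale used a pseudocount of 1. Counts of 0 were given a floor of 3 tags, and intervals are exact Poisson or binomial intervals at 95%. These cover counting error only, since tags with one start may be copies of one molecule.

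Tag groups, windows and regions were compared with exact two-sided permutation tests, or exact sign-flip tests for pairs, and p values were adjusted with the Benjamini-Hochberg method where a family was tested. For comparisons of the tissues the unit was the cDNA preparation, 4 in CCE and 3 in FH, with the tags of both locations summed. The CCE preparations are technical replicates, no separate animals are stated for FH, and the RNA of the Ribo-Zero libraries was a biological replicate of that used for RiboMinus. Differences of genes between the tissues were tested with limma 3.58.1 in R 4.3.3 on log2 RPKM values plus 1, with a trended variance, for genes with a mean RPKM over 3 in at least 1 tissue. On simulated data with 200 genes changed 4-fold, 198 were recovered and 18 unchanged genes were called. The simulated noise was independent between preparations and held no effect of fragmentation. These counts therefore do not measure the errors among the genes called in the data. Other steps used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

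Coverage was computed for the main coding transcript of genes with an RPKM over 3 in both tissues, a coding region of at least 100 nt and UTRs of at least 10 nt, with the coding exons cut into 100 bins and each UTR kept whole. Positions that a tag can reach were found by counting each 36-mer of the genome. Saturation used 10 random draws per depth and a tolerance of 5%. Genes differing over 8 times between depletion methods were compared in cDNA length with a permutation test of ranks with 100000 resamples. Under and over 2 kb the ranks were those of the share of genes per length bin. Windows of 1000 bp that held at least 0.5% of the pooled RiboMinus tags were listed.

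Genes were named by a rule set before the files were examined, which takes every gene or ncRNA that the paper names in its results, figures or Table 1 with an mm9 region, and the 5 largest changes in each direction past the threshold and in the same direction in every cDNA preparation. Genes outside this rule are given with the statement that they were chosen after their values were seen.

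The labels number the preparations 1 and 2 at both locations. As a check of this pairing, the log2 ratio of preparation 1 to 2 was correlated across 6241 genes with at least 20 tags in each CCE library. The sheared libraries of the 2 locations gave r = 0.649 and the hydrolysed libraries r = -0.692. For FH the hydrolysed libraries gave r = -0.498 over 7826 genes. The labels were kept as given. Alternatives tried were another pseudocount, other filters and thresholds, repeated positions counted once, other summaries and windows, paired tests, single locations, and each library or preparation left out. The depth of 920424 to 2473448 unique tags per RiboMinus library limits single libraries to abundant genes.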

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

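The windows with many tags were found by looking at the data, and the tests of their causes were chosen only after that. The other tests here were set before.

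Of 55 groups of libraries or preparations examined for a sample far from the others, 5 values were found, where about 1 in 20 groups is found by chance. The hydrolysed FH1 library of Vienna-IMP had 21.4% nomatch tags and 46.3% ribosomal and mitochondrial tags, far from the other 7 hydrolysed libraries. These 2 shares come from one library and depend on each other. The hydrolysed FH1 library of Nijmegen had a 3′ UTR density of 0.621 relative to coding exons in genes of 1 to 8 kb. In each case the other 3 hydrolysed FH libraries stayed apart, with 15.0% to 16.3% nomatch tags, 55.2% to 62.8% ribosomal and mitochondrial tags and 3′ UTR densities of at most 0.548, which argues against a difference between the tissues for the values of the FH1 libraries. The 4 hydrolysed CCE libraries had 14.0% to 14.9% nomatch tags, all below each FH library. A smaller difference between the tissues in nomatch tags therefore stays open. The paper calls the lane of Vienna-IMP most likely a technical outlier, and no technical explanation of its shares was tested here. The FH numbers may be crossed at one location, which leaves the rounds of depletion of this lane uncertain. Its partner with crossed numbers, the FH2 library of Nijmegen, had 16.0% nomatch tags and 55.2% ribosomal and mitochondrial tags. The CCE2 hydrolysed preparation had a Cryaa exon RPKM of 0.250 and 0.38 in log2 CPM plus 1, which rest on 1 tag, while the other 3 CCE preparations had none.

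In data the paper does not discuss, 6 windows of 1 kb each held at least 0.5% of the pooled RiboMinus tags. The 5 that were higher in RiboMinus than in Ribo-Zero libraries of both tissues were summed, and held 9.64% of RiboMinus and 0.289% of Ribo-Zero tags, a contrast that follows in part from this choice. The other window, over an RNase MRP gene, held 0.724% and 0.573% of the CCE and FH RiboMinus tags and 1.74% and 0.977% of the Ribo-Zero tags. The largest lies on chromosome 11 from 108873001 to 108874000, with 5.18% of the CCE and 5.45% of the FH RiboMinus tags and no annotated gene under the 50 bp that hold 93.0% of them. Sheared libraries had 13.8 ± 1.86% (SD, n = 6) of their tags in the 5 windows and hydrolysed libraries 7.81 ± 2.28% (SD, n = 8), a difference of 6.03 percentage points (exact permutation test, p = 0.000666).

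The share in the 5 windows rose with the share of ribosomal and mitochondrial tags within one fragmentation method, with r = 0.879 over 8 hydrolysed libraries (exact permutation test, p = 0.00265), 0.813 without the FH1 library of Vienna-IMP and 0.754 over 6 sheared libraries (exact permutation test, p = 0.101). Ribosomal RNA that passed the authors' filter would give such a correlation, though libraries of one cDNA are not independent. Another RNA left by the depletion would follow the same share. The share in the windows was taken over unique tags, which make up less of a library where ribosomal tags make up more. Part of the correlation is therefore built in, so that it cannot decide the cause. The hydrolysed FH and CCE libraries differed by -1.43 percentage points (exact permutation test, p = 0.429) over the 5 windows. The window on chromosome 8 from 15519001 to 15520000 was lower in each of 4 FH than in each of 4 CCE hydrolysed libraries, by -1.13 percentage points (exact permutation test, p = 0.0286, adjusted p = 0.171 over 6 windows), so that a cause tied to the tissue stays open for part of the pattern. Other causes, such as sequences missing from the reference, were not tested.

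Tags on the mitochondrial chromosome made up 8.23% of the unique tags of the CCE and 4.54% of those of the FH Ribo-Zero library, while the RiboMinus files hold none. The paper's filter of mitochondrial tags is a technical explanation that the files themselves show for RiboMinus. With 1 Ribo-Zero library per tissue, a tissue difference was not tested.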

How the results depend on the processing

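The tests with three-lane runs added, each gene weighted the same, tags per unique 36-mer, tags per bin, the exons of Airn, RPKM values under 3 set to 0, genes on the mitochondrial chromosome left out and crossed numbers were chosen only after the result was seen, and the others were set before the data were examined.

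Alternatives gave 827 values for 84 results, of which 722 led to the same reading as the first choice, 76 moved by more than the tolerance, 15 became stronger, 2 weaker and 12 reversed in direction. Leaving out one library or preparation gave 453 of these values, of which 441 read the same. Of the 374 others 281 did. All 156 values of named genes read the same, with a largest adjusted p of 0.00027, as did the 13 counts of genes differing between CCE and FH, from 4721 to 7679, and the 78 values of marker and pri-miRNA regions. Of 25 values with a replicate block for the same RNA or cDNA, 23 read the same. With crossed numbers in the pairing, 5263 genes differed between CCE and FH instead of 5638, with 5236 in both lists. Where a value changed, the cause was not tested unless stated.

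The difference of 0.192 percentage points in unique tags between Vienna-IMP and Nijmegen reversed to -0.742 among tags that are not ribosomal or mitochondrial and to -1.03 with the three-lane runs added, a step chosen after seeing the data. With one library left out it ranged from -1.23 to 1.27. The difference between hydrolysed and sheared libraries kept its size within Vienna-IMP (6.04) and within Nijmegen (6.08), where the exact p of 0.0571 is over 0.05 but the smallest that 4 libraries against 3 allow. It did not keep its size within the tissues, with 3.68 over 4 CCE pairs (1.98 to 4.63) and 10.0 over 2 FH pairs (6.28 to 13.7). The FH value depends on replicate numbers that may be crossed at one location, so that this contrast between the tissues stays uncertain.

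Correlations between sheared and hydrolysed libraries among genes with an RPKM over 3 were 0.924 and 0.882 for CCE at Vienna-IMP and Nijmegen and 0.871 and 0.751 for FH. Those between the locations were 0.978 for CCE and 0.963 for FH, and those between RiboMinus and Ribo-Zero 0.681 and 0.627. Rank correlation gave 0.967 (CCE) and 0.948 (FH) for sheared against hydrolysed libraries at Vienna-IMP, 0.980 for CCE between the locations and 0.940 for CCE between the depletion methods. A pseudocount of 0.1 gave 0.948 for FH at Vienna-IMP, and 0.946 (CCE) and 0.941 (FH) between the depletion methods. With one library left out, sheared against hydrolysed values ranged from 0.967 to 0.976 for CCE at Vienna-IMP, 0.952 to 0.965 at Nijmegen, 0.948 to 0.957 for FH at Vienna-IMP and 0.899 to 0.921 at Nijmegen.

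For the 5′ UTR density of genes over 8 kb relative to coding exons, a value of 0.988 reversed to 1.08 with an RPKM over 10 and to 1.14 with each gene weighted the same, the second chosen after seeing the data. Their 3′ UTR density was 0.511 with an RPKM over 10. With each gene weighted the same, the 5′ UTR density of genes under 1 kb was 0.858. Also chosen after seeing the data, tags per unique 36-mer gave 0.501 in 5′ and 0.471 in 3′ UTRs of genes under 1 kb. Tags per bin, likewise chosen later, gave 0.153, 0.101 and 0.0547 in 5′ UTRs from the smallest to the largest genes and 0.252 and 0.215 in 3′ UTRs of genes under 1 kb and over 8 kb, which follows from bins of unequal length.

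The hydrolysed minus sheared difference in 5′ UTR density of genes under 1 kb reversed to -0.00789 with repeated positions counted once and to -0.0646 with each gene weighted the same, chosen after seeing the data. For genes over 8 kb it reversed to 0.0104 with an RPKM over 10. It became stronger with each gene weighted the same (-0.565) and with the replicate block for the same RNA and location (-0.242). The difference in the last relative to the first 20% of the coding exons of genes under 1 kb became stronger with repeated positions counted once (0.135) and with the replicate block (0.0894). It ranged from 0.0563 to 0.108 with one library left out.

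At 50% of the tags a tolerance of 10% gave 92.8% of protein-coding and 73.7% of non-coding genes in CCE RiboMinus, and 98.6% and 89.5% in FH Ribo-Zero. At the tolerance of 5% these were 73.1%, 47.9%, 88.8% and 66.3%, and with repeated positions counted once 71.4%, 45.3%, 81.8% and 56.4%. At 5% the tags of Vienna-IMP against those of Nijmegen gave 27.1% and 14.3% in CCE. The depth of the RiboMinus libraries limits the count of genes that can be called saturated.

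The RPKM of Airn as the median of 1-kb windows was 2.49 in CCE Ribo-Zero, 3.10 in CCE RiboMinus and 3.30 in FH Ribo-Zero. That of Kcnq1ot1 was 5.68 in FH Ribo-Zero and 1.41 in FH RiboMinus. With repeated positions counted once, Airn had 5.10 in CCE Ribo-Zero, 4.52 in FH Ribo-Zero and 2.63 in FH RiboMinus, and Kcnq1ot1 3.70 and 5.92 in CCE and FH Ribo-Zero. Without mitochondrial tags in the total, Airn had 3.61 and 3.96 and Kcnq1ot1 2.43 and 5.56 in CCE and FH Ribo-Zero, which follows from the smaller total. Sheared libraries only gave 1.74 for Airn and 1.88 for Kcnq1ot1 in FH RiboMinus. The exons of Airn, chosen after seeing the data, gave 2.42 in CCE Ribo-Zero, 3.21 in FH Ribo-Zero and 2.87 in FH RiboMinus.

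In FH with repeated positions counted once, A330076H08Rik had 4.16 in Ribo-Zero and 2.41 in RiboMinus, Ftx 2.42 in Ribo-Zero and IPW 0.927 in Ribo-Zero. Without mitochondrial tags in the total, Dlx6os1 had 9.33 and IPW 0.721 in Ribo-Zero.

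The ratio of tags in the last to the first of 3 equal parts of Airn was 0.375 in CCE and 0.572 in FH over the Table 1 region. As the mean of windows it was 0.0502 for Airn and 0.0851 for Kcnq1ot1 in CCE. With at least 5 tags per window, the share of covered windows of Airn was 87.5% in CCE RiboMinus, 80.2% in FH RiboMinus and 93.8% in CCE Ribo-Zero, and that of Kcnq1ot1 67.5%, 75.9% and 83.1%. Windows of 500 bp gave 86.5% for Airn in FH RiboMinus, and Ribo-Zero tags thinned to the RiboMinus depth gave 88.0% for Kcnq1ot1 in CCE.

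For genes differing between depletion methods, values under and over 2 kb are differences in the mean rank of the shares of genes per length bin. They are those of genes higher in RiboMinus minus those of genes higher in Ribo-Zero, so that a positive value means larger shares in RiboMinus. The units of these tests are bins and not genes. A threshold of 4 times gave 8.7 under and -9.8 over 2 kb in CCE (permutation p = 0.0178 and 0.00697) and 10.5 and -8 in FH (permutation p = 0.00364 and 0.0287). One test of ranks over all genes, with no split at 2 kb, gave a difference of 26.5 in favour of shorter genes in RiboMinus in CCE (-26.5 when read for longer genes, permutation p = 0.00104) and of 4.48 in FH (permutation p = 0.473). RPKM values under 3 set to 0, chosen after seeing the data, gave 8.5 in CCE and 11.6 in FH under 2 kb (permutation p = 0.0201 and 0.00113). With an RPKM over 10 the FH value under 2 kb reversed to -3.2 (permutation p = 0.388).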

Differences from the paper's values

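The three-lane totals, the exons of Airn and the setting of low RPKM values to 0 were tried only after the values had been seen.

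The CCE RiboMinus pool held 13.0 M unique tags, and the paper's value is 21 M. With the run of 3 lanes that Table S1 lists added, a step chosen after seeing the values, the sum is 21.0 M.

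For Airn the RPKM in FH Ribo-Zero was 3.78 and the paper's 5.7, and in FH RiboMinus 2.19 and the paper's 3.33. Of the alternatives set before the data were examined, counting repeated positions once gave 4.52 and 2.63, within 1.5 times of the paper's values, as did 3.96 without mitochondrial tags in the total for Ribo-Zero, and hydrolysed libraries only (2.29) for RiboMinus. Medians of 1-kb windows (3.30 and 1.96) and, for RiboMinus, sheared libraries only (1.74) and a total without mitochondrial tags did not. The exons of Airn in GENCODE, chosen after seeing the values, gave 3.21 in Ribo-Zero, outside, and 2.87 in RiboMinus, within.

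For A330076H08Rik the RPKM was 3.61 in FH Ribo-Zero against the paper's 6.82, and 1.98 in FH RiboMinus against the paper's 3.69. Repeated positions counted once (4.16 and 2.41), a total without mitochondrial tags (3.78 in Ribo-Zero) and hydrolysed libraries only (2.09 in RiboMinus) did not come within 1.5 times.

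For Ftx it was 1.86 in FH Ribo-Zero against the paper's 3.05 and 2.36 in FH RiboMinus against the paper's 3.75. Repeated positions counted once came within 1.5 times in both (2.42 in Ribo-Zero and 2.73 in RiboMinus), and hydrolysed libraries only in RiboMinus (2.64). A total without mitochondrial tags did not (1.95 in Ribo-Zero). For A330076H08Rik and Ftx the gene models also differ from the RefSeq transcripts of the paper, which was not tested as a cause.

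Genes over 8 times higher in RiboMinus numbered 66 in FH and 88 in CCE, against about 1100 and about 1200 in Fig. 6A, read by eye. Those higher in Ribo-Zero numbered 47 in FH and 110 in CCE, against about 1400 and about 880 in Fig. 6A, read by eye. A threshold of 4 times gave 785 genes higher in RiboMinus in FH, within 1.5 times, and 284, 553 and 542 for the other 3, which are not. With an RPKM over 10 the numbers were 44, 59, 36 and 74, all outside. With RPKM values under 3 set to 0, chosen after seeing the values, they were 1037 and 1097 in CCE and 1078 higher in Ribo-Zero in FH, within 1.5 times, and 1786 higher in RiboMinus in FH, outside.

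The paper states that Airn and Kcnq1ot1 pass an RPKM of 3 in both FH datasets. In FH RiboMinus Airn had 2.19 and Kcnq1ot1 2.99, the second with a 95% interval of 2.88 to 3.11 that includes 3. Kcnq1ot1 passed with hydrolysed libraries only (3.25) and with repeated positions counted once (3.56), and the FH run of 3 lanes was not used here. It states the same for 5 further ncRNAs, of which Dlx6os1 passed in both datasets by exon RPKM, A330076H08Rik in Ribo-Zero only and Ftx in neither. These values are over merged exons of GENCODE M1 genes, with Ftx taken as B230206F22Rik, while the paper used RefSeq transcripts. A value under the threshold here may thus come from the gene model. IPW and D7Ertd715e were measured over whole regions and are not on the scale of the paper's values.

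The paper states that UTRs lost coverage in all cases. The 5′ UTR density of genes over 8 kb was 0.988 times that of coding exons over all RiboMinus libraries, 1.09 in sheared and 0.911 in hydrolysed libraries, and 0.743 in the CCE and 0.658 in the FH Ribo-Zero library. Counted as tags per bin, with 100 bins per UTR as in the paper, an alternative added after the data were seen, it was 0.0547. The paper does not say whether bins were divided by their length, and only without that division would this close the difference. The paper states that small genes gain coverage at both ends after shearing, while the last 20% of their coding exons had 0.840 times the density of the middle in sheared and 0.800 times in hydrolysed libraries (exact permutation test, p = 0.276).

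The paper states that all genes over the RPKM threshold are saturated at the final depth, which for CCE RiboMinus was 21 M tags. In the smaller pool of 13.0 M used here, 97.8% of protein-coding genes were within 5% at 90% of the CCE RiboMinus tags. The depths differ, so that this is no direct test of the statement. In the FH Ribo-Zero library the share at 90% of the tags was 99.7%. It states that RiboMinus detects small genes better, while the permutation test under 2 kb gave p = 0.405 in CCE and p = 0.833 in FH. In the same permutation test a threshold of 4 times gave p = 0.0178 and p = 0.00364, and RPKM values under 3 set to 0, chosen after seeing the values, gave p = 0.0201 and p = 0.00113. The paper states that large genes did not differ, and above 2 kb the permutation test gave p = 0.112 in CCE and p = 0.882 in FH. With a threshold of 4 times this permutation test gave p = 0.00697 and p = 0.0287, and with RPKM values under 3 set to 0, chosen after seeing the values, p = 0.0958 and p = 0.0671.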

Other observations

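The tests of crossed numbers, of the FH correlation at one depth, of tags per bin, of unique 36-mers, of genes weighted the same and of RPKM values under 3 set to 0, and the genes on the sex chromosomes, H19 and Malat1, were chosen only after values had been seen, and the other tests were set before.

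With as many bins in a UTR as in the coding exons, tags per bin are far lower in 5′ UTRs than tags per base, since such UTR bins are shorter than coding bins. For genes over 8 kb a 5′ ratio of 0.988 per base is in line with bins of unequal length as the cause of the low values per bin. For genes of 1 to 8 kb the ratios per base of 0.717 in 5′ and 0.462 in 3′ UTRs stay under 1, so that bin length does not account for all of the loss. Counted per unique 36-mer within an exon, the 3′ ratio was 0.381, and with each gene weighted the same it was 0.437, which argues against unreachable positions and against a few highly expressed genes. A biological cause was not tested.

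The loss of tags along Airn and Kcnq1ot1 stayed when counted per unique 36-mer, where the highest ratio of the last to the first of 3 equal parts in a pooled dataset was 0.232. The part of Airn outside Igf2r had a ratio of 0.136 ± 0.0378 (SD, n = 3) in FH cDNA preparations. Neither fewer unique positions nor Igf2r transcripts account for it. A loss during transcription or preparation was not tested.

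Counting noise at the RiboMinus depth does not account for the lower correlation of RiboMinus with Ribo-Zero, since draws of Ribo-Zero tags of that size correlated with the rest with r of at least 0.997. Read length, location, depletion and the RNA itself, a biological replicate, differ together between the 2 datasets and cannot be separated.

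Between 2 separate sets of 50% of the CCE RiboMinus tags, 46.3% of protein-coding genes were within 5%, against 73.1% of a set and the whole that contains it, which is in line with the overlap raising the second share. Between the locations it was 27.1%, against 46.3% for random sets of the same sizes, so that counting noise alone does not account for it.

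Of the genes called with RPKM values under 3 set to 0, 26.9% in CCE and 31.4% in FH differed by 2 times or less in their RPKM, so that genes this close to each other are not most of these calls. Within 8 times were 90.7% in CCE and 96.1% in FH, which were therefore called only because the low value was set to 0.

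Among all 35 splits of the 7 cDNA preparations into groups of 4 and 3, 1 gave as many genes past the threshold as the tissues, the tissue split itself. The largest count of another split was 0. Every other split mixes CCE and FH in a group, so that the tissue difference adds to the spread there. With 1 in 35 as the smallest possible share, the comparison cannot exclude a chance division of the preparations.

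For the hydrolysed libraries, the log2 ratios of CCE1 to CCE2 correlated with r = -0.706 between Vienna-IMP and the sheared libraries of Vienna-IMP, and with r = 0.667 between Nijmegen and those sheared libraries. This is consistent with the numbers of the hydrolysed CCE libraries being crossed at Vienna-IMP, in the labels or in the preparations. For FH the r of -0.498 between the locations leaves open which location would be crossed, since no sheared FH2 library exists. With the hydrolysed libraries of a tissue thinned to the depth of the smallest, CCE pairs of the same number differed more than crossed pairs by a mean of 3.42 in chi-square per degree, with no overlap. In FH the mean was 1.59, although one crossed pair (3.90) differed more than one pair of the same number (3.64), and over 20 draws at this depth the FH correlation between the locations was -0.428 on average (-0.435 to -0.421). Without the 10 genes with most tags the correlations were -0.691 in CCE and -0.497 in FH. Neither depth nor a few genes thus account for the pattern in either tissue.

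Xist had an RPKM of 0.146 in CCE and 9.75 in FH RiboMinus libraries, and shares unstranded tags with Tsix. Kdm5d had 2 tags in CCE and 134 in FH RiboMinus libraries, an FH to CCE ratio of 88.1 (95% interval 23.9 to 735), and a ratio of 23.7 (15.3 to 39.0) in Ribo-Zero libraries. Ddx3y, Eif2s3y and Uty had RPKM values of 4.49, 6.59 and 3.56 in CCE and 3.11, 4.18 and 3.12 in FH RiboMinus libraries. Their FH to CCE ratios in Ribo-Zero libraries were 0.275, 0.273 and 0.410, opposite in direction to Kdm5d. CPM values on chromosome Y were 191 ± 28.9 (SD, n = 8) in hydrolysed and 74.4 ± 29.0 (SD, n = 6) in sheared RiboMinus libraries (exact permutation test, p = 0.000666). The Ribo-Zero to RiboMinus ratio of RPKM values was 4.03 in CCE and 5.88 in FH for H19, and 2.63 and 2.33 for Malat1. Over RiboMinus cDNA preparations the RPKM of Malat1 ranged from 94.3 to 297 in CCE and from 126 to 411 in FH. That of H19 ranged from 29.3 to 53.6 and from 225 to 264. The RiboMinus pools include sheared libraries, while the Ribo-Zero libraries were hydrolysed.

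The runs of 3 lanes of Table S1, which were not used here, had 22.2% unique tags in CCE and 19.6% in FH.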
